# Swimming under elevated hydrostatic pressure increases glycolytic activity in gas gland cells of the European eel

**DOI:** 10.1371/journal.pone.0239627

**Published:** 2020-09-30

**Authors:** Gabriel Schneebauer, Constantin Lindemann, Victoria Drechsel, Lasse Marohn, Klaus Wysujack, Elena Santidrian, Ron Dirks, Reinhold Hanel, Bernd Pelster

## Abstract

In spite of many decades of research, the spawning migration of the European eel *Anguilla anguilla* from the European coast to the Sargasso Sea remains a mystery. In particular, the role of the swimbladder as a buoyancy regulating structure is not yet understood. In this study, we exercised silver eels in a swim tunnel under elevated hydrostatic pressure. The transcriptome of gas gland tissue of these exercised eels was then compared to the known transcriptome of not exercised (control) silver eel gas gland cells. Due to the high infection rate of the eel population with the swimbladder parasite *Anguillicola crassus*, the comparison also included an exercised group of silver eels with a heavily damaged swimbladder, and we compared the previously published transcriptome of not exercised silver eels with a highly damaged swimbladder with the exercised group of silver eels with a heavily damaged swimbladder. The comparisons of unexercised (control) silver eels with exercised silver eels with functional swimbladder (EF), as well as with exercised silver eels with damaged swimbladder (ED), both showed a significant elevation in transcripts related to glycolytic enzymes. This could also be observed within the comparison of unexercised silver eels with a highly infected swimbladder with exercised eels with a damaged swimbladder (DED). In contrast to EF, in ED a significant elevation in transcript numbers of mitochondrial NADH dehydrogenase was observed. While in EF the transcriptional changes suggested that acid production and secretion was enhanced, in ED these changes appeared to be related to thickened tissue and thus elevated diffusion distances. The remarkable number of differentially expressed transcripts coding for proteins connected to cAMP-dependent signaling pathways indicated that metabolic control in gas gland cells includes cAMP-dependent pathways. In contrast to ED, in EF significant transcriptional changes could be related to the reconstruction of the extracellular matrix, while in ED tissue repair and inflammation was more pronounced. Surprisingly, in exercised eels hypoxia inducible transcription factor expression was elevated. In EF, a large number of genes related to the circadian clock were transcriptionally modified, which may be connected to the circadian vertical migrations observed during the spawning migration.

## Introduction

The spawning migration of the European eel has attracted attention of scientists for more than a century but still remains a mystery [1–3]. To reach the spawning grounds in the Sargasso Sea, mature silver eels have to migrate distances between 5,000 and 7,000 km, depending on their starting point in continental Europe or Northern Africa. The original hypothesis that the spawning migration, starting in fall, would last about 3.4 to 6 months [4] is questioned in recent studies suggesting that the migration may actually last for more than 12 months [5]. The spawning migration thus is energetically highly demanding since eels do not feed during this journey [4, 6].

Anguilliforms are physostome teleosts, but their ductus pneumaticus is functionally closed, so that in terms of buoyancy regulation eels behave as physoclists, i.e. they fill their swimbladder by diffusion of gas molecules from the swimbladder circulation, and gas is removed from the bladder in a modified ductus pneumaticus serving as a resorbing bladder [7]. Essential for gas secretion is the functioning of so-called gas gland cells in the swimbladder epithelium, which are specialized for the production of acid (lactic acid and CO_2_), even in the presence of hyperbaric oxygen partial pressures, to reduce the oxygen carrying capacity of the hemoglobin (Root effect). This results in an initial increase in gas partial pressures (oxygen and CO_2_) [8, 9]. This initial increase in gas partial pressures is then multiplied in a blood vessel arrangement for countercurrent multiplication, a rete mirabile [7, 10, 11]. In contrast to many other fish [12], in the eel swimbladder rete mirabile and gas gland cells are spatially separated, so that their individual contribution to the generation of high gas partial pressures can be assessed. Therefore, the eel swimbladder has been used as a model system for swimbladder function [7].

Recent tracking studies with migrating European and American eels consistently revealed extensive diurnal vertical migrations covering several hundred meters of depth [5, 13–16]. Due to the changes in hydrostatic pressure, vertical migrations over a depth range of several hundred meters result in significant changes in volume of the flexible walled swimbladder. In order to keep the status of neutral buoyancy, the volume of the swimbladder must be kept constant [17, 18], so that significant changes in gas secretion and absorption are required. Although the swimbladder is filled only by diffusion, stimulation of gas secretion requires energy, glucose as source for acid production, and sufficient amounts of oxygen, because oxygen is the main gas filling the swimbladder [19]. Calculating the amount of glucose that would be required for acidification of the blood and the amount of oxygen that would be required to keep the swimbladder volume constant during daily vertical migrations over a period of several months without feeding, revealed that it is impossible for the European eel to perform these daily depth changes in a status of neutral buoyancy [20]. It was therefore concluded that the eel is in a status of neutral buoyancy in the lower depth range during the night and negatively buoyant during daytime, when travelling at greater depth [20]. This would clearly reduce the role of the swimbladder as a buoyancy structure during the spawning migration and raises the question whether the swimbladder is an important structure during the spawning migration, or whether it might even be dispensable.

On the other hand, it is long known that the rete mirabile, essential for countercurrent multiplication and therefore determining the maximum partial pressure that can be achieved in the swimbladder, increases in size during silvering in eels, i.e. when eels change from yellow eels (the continental feeding stage) to silver eels (the migrating stage) [21–23]. Therefore, maturation of eels from the yellow eel stage, living in continental freshwater, to the silver stage prepared for the spawning migration in the Atlantic Ocean, is assumed to be connected to a significant improvement of swimbladder function [24, 25].

To assess the role of the swimbladder during the spawning migration we swam eels in a swim tunnel under elevated hydrostatic pressure. Swimbladder tissues were sampled immediately following decompression. We compared the gas gland cell transcriptome of these eels with that of silver eels kept under atmospheric pressure in the aquarium tank. A significant fraction of the European eel has a swimbladder infested with the nematode *Anguillicola crassus* [26], which causes severe damage to the swimbladder tissue and impairs the proper function of this organ [27, 28]. Therefore, we additionally included exercised eels with a heavily damaged swimbladder in this study and compared their transcriptome with the transcriptome of silver eels that were not exercised, either with a functional or a heavily infected swimbladder.

## Material and methods

Silver eels were caught by commercial fishermen in the Schlei Fjord, Lake Plön, and in the River Ems in accordance with the fisheries legislation of the Federal States Schleswig-Holstein (Schlei, Lake Plön) and Lower Saxony (River Ems). Fishing was conducted in the frame of the Eel Management Plans for the River Basin Districts "Ems" and "Schlei/Trave" according to the EU "Eel Regulation" (Council Regulation (EC) No. 1100/2007 establishing measures for the recovery of the European eel stock). Fish were kept in an outdoor freshwater basin at the Thünen Institute of Fisheries Ecology in Ahrensburg or Bremerhaven, Germany, for at least four weeks prior to the experiments. According to recent studies [29, 30], the European eel is a panmictic (i.e. random mating) species and therefore the different sampling points should not bias the results of this study. Table 1 shows the morphometrics of the animals chosen for the experiments, with the silvering stages calculated according to the index of Durif et al. [31].

**Table 1:** Morphometrics of exercised silver eels.

Body mass (g)	1174.6 ± 321.2
Body length (cm)	83.9 ± 8.8
Pectoral fin length (mm)	41.1 ± 6.1
Horizontal eye diameter (mm)	11.2 ± 1.3
Vertical eye diameter (mm)	10.6 ± 1.2
Silver index	4.1 ± 0.3

Silver index calculated according to Durif [31]. Overall mean values ± S.D.; *N* = 14.

Eels were also grouped according to the physical integrity of their swimbladders after infection with *Anguillicola crassus*, as classified by Hartmann [32]. Previously heavily infected swimbladders had a thickened, multilayered epithelium with opaque appearance as described by Würtz and Taraschewski [28], contained exudates and very low gas volumes. These swimbladders, classified as Hartmann degree 4 or 5 [32], were defined as damaged. Healthy swimbladders, classified as Hartmann degree 1, were defined as functional. Experiments were performed in compliance with the Austrian law and the German law (permission No.: §7(2) 142) and were approved by the animal experimental committee of the Thünen Institute.

### Swim tunnel experiments

#### Construction of the pressure flow tunnels

The pressure flow tunnels were constructed as three separate, closed pipe systems made of inert and food-safe plastic (PVC-U) with a transparent acrylic glass float chamber in which the water circulation was achieved by an impeller. Each pressure flow tunnel had a length of 4 m. The piping and the swimming chamber of the pressure flow tunnels were designed for simulation of a maximum water depth of 100 m (Ø 20 cm, thickness 2 cm), i.e. a hydrostatic pressure of 11 atm (= 1.1 MPa). Laminar flow was provided by means of a flow rectifier (length 50 cm with 91 holes á Ø 1.3 cm), which was integrated into the filling/extraction opening at the head of the swimming chamber. In order to visualize potential turbulences, the flow profile during the test phase was examined and optimized in a prototype using food color or fluorescein. To avoid problems with the solid blocking effect due to large eels measuring up to 6 cm in diameter (cross-section area: 28.3 cm^2^), the tube diameter was set to 20 cm (cross-section area: 314.2 cm^2^). An electric barrier (24 V with 11.7 KHz pulse width modulation and 100 Hz polarity change for electrolysis avoidance), activated by a centrally positioned light barrier, prevented the fish from resting in the rear part of the acrylic glass swim tunnel. A T-piece, which was connected upstream to the swimming chamber, served as a filling/removal opening. By means of screening grids, which could be moved flexibly to magnets, test animals could easily be removed from the swim tunnel.

To enable long-term studies, all three hyperbaric floating tunnels were connected to a central non-pressurized tank for water treatment with appropriate mechanical and bio-filter systems for microbial degradation of excreted metabolic end products, including control of water NH_3_ and NH_4_^+^ content, oxygenation of the water, regulation of water temperature, and microbial reduction by UV treatment. Water volume of the central tank, including piping and treatment basin, was 1,200 l, while the complete circuit with all swim tunnels held 1,815 l (205 l per tunnel). When the valves were open, the water flowing out of the tunnels circulated through the central tank, where it was treated and then returned to the swim tunnels with pressure pumps. The water volume of a single swim tunnel could thus be exchanged within 1–3 hours, depending on how many tunnels were flushed at the same time. The pressure pumps could build a pressure of up to 1.1 MPa in the swim tunnels, which corresponds to a hydrostatic pressure at 100 m water depth.

A camera and lighting LEDs (daylight and infrared LEDs) were mounted above the central part of the tunnel (length 1.4 m). The daylight lighting consisted of a programmable RGB LED strip (60 LEDs per meter, 2 stripes of 1.5 m length per tunnel, APA102 LED type), so the spectral color and brightness could be controlled depending on daytime and pressure. The light regime was L/D = 14/10 h. Oxygen was measured automatically with the Oxygen Optode 4835 (Aanderaa Data Instruments AS, Bergen, Norway), avoiding PO_2_ values below 80% oxygen saturation. Water temperature and velocity were recorded using appropriate sensors, and water velocity was adjusted depending on the length of the fish in order to achieve a swimming speed of 0.5 bl s^-1^ (body lengths per second). Data from the video recordings as well as all sensor data were stored on a PC using custom prepared software. Via feedback loops, temperature, water velocity, and oxygen saturation of the water were kept constant throughout the experiment.

#### Experimental protocol

Two weeks prior to the experiments, the salinity of the basins was increased at a rate of 7 PSU d^-1^ until reaching 35 PSU. Eels were transferred to the swim tunnel and acclimatized to the new environment at a pressure of 1 bar and a flow rate of 0.1 m s^-1^ for 2 h at a temperature of 14°C. Over a period of 16 h, eels were acclimatized to higher flow rates of up to 0.5 bl s^-1^, which corresponds to the estimated swimming speed of the spawning migration [33]. Pressure was elevated at a rate of 1 bar min^-1^ which corresponds to the natural diving speed of 0.15 m s^-1^ [34] to finally 8 bar. The 24 h experiment was terminated by 8 h of exercise at a velocity of 0.5 bl s^-1^ and a pressure of 8 bar (= 0.8 MPa). At the end of the experiment, pressure was reduced to atmospheric pressure at a rate of 1 bar min^-1^ and water velocity was reduced to 0.1 m s^-1^. Eels were removed from the tunnel, immediately anesthetized with 2-phenoxyethanol (1 ml l^-1^), and subsequently decerebrated and spinally pithed. The swimbladder was dissected and the epithelium, consisting of gas gland cells, was carefully freed from connective tissue. The epithelium was transferred into RNAlater™ solution (Invitrogen by Thermo Fisher Scientific Inc., Waltham, USA) and stored at -80°C until further use.

#### RNA isolation and Illumina RNAseq analysis

Total RNA was isolated using the Qiagen miRNeasy Mini kit and a TissueRuptor according to the manufacturer’s instructions (Qiagen, Venlo, Netherlands). Integrity and quality of the RNA were checked on an Agilent Bioanalyzer 2100 total RNA Nano series II chip (Agilent, Amstelveen, Netherlands). Illumina RNAseq libraries were prepared from 0.5 μg total RNA using the Illumina TruSeq Stranded mRNA Library Prep according to the manufacturer’s instructions (Illumina Inc. San Diego, CA, USA). All RNAseq libraries (150–750 bp inserts) were sequenced using an Illumina NovaSeq6000 system as 2 × 150 nucleotides paired-end reads or an Illumina HiSeq2500 system as 1 × 50 nucleotide single-reads according to the manufacturer’s protocol. Image analysis and base calling were done using the Illumina pipeline.

#### Illumina data processing

Data processing was performed as described previously [35, 36]. Briefly, reads (15 million per sample) were aligned to the draft genome sequence of European eel [37] using TopHat (version 2.0.13) [38]. Secondary alignments of reads were excluded by filtering the files using SAMtools (version 1.2 using htslib 1.2.1) [39]. Aligned fragments per predicted gene (also referred to as transcripts) were counted from SAM alignment files using the Python package HTSeq (version 0.6.1p1) [40]. To make comparisons across samples possible, fragment counts were corrected for the total amount of sequencing performed for each sample. As a correction scaling factor, library size estimates, determined using the R/Bioconductor (release 3.3.2) package DESeq [41], were employed. Read counts were normalized by dividing the raw counts obtained from HTSeq by its scale factor. The term “relative expression value” refers to these normalized read counts.

Differentially expressed genes between silver eels (unexercised controls, SC) and silver eels with a functional or a damaged swimbladder exercised in the swim tunnel were identified using DESeq, the cut-off for significance was set to p < 0.05. The comparison of unexercised (control) silver eels, with exercised silver eels with functional swimbladder is defined as EF, and with exercised silver eels with damaged swimbladder is defined as ED, respectively. Similarly, the comparison of the transcriptome of unexercised silver eels with damaged swimbladder (SD) with the transcriptome of exercised silver eels with a damaged swimbladder is defined as DED. Data for unexercised silver eels (SC, SD) were taken from a previous study [42].

Gene ontology (GO) enrichment analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) software tools (version 6.7; https://david.ncifcrf.gov) [43]. An EASE score of 0.05 along with standard default settings was used, and the resulting categories were considered significant at p < 0.01. The Reactome database (https://reactome.org) [44] was used for classification of genes into broad pathways. For a detailed pathway and biological process analysis of differentially expressed genes, GO *biological process* and *molecular function* were searched for genes related to a specific metabolic pathway (like, for example, energy metabolism, membrane transport, apoptosis), and the GO *cellular component* was searched for genes related to a specific cellular structure or organelle (like, for example, extracellular matrix or mitochondrial).

## Results

All eels swam in the swim tunnel for 24 hours with a water velocity of 0.1–0.5 bl s^-1^ during the first 16 h. During the last 8 h eels had to swim at a speed of 0.5 bl s^-1^ and a hydrostatic pressure of 8 atm. There was no obvious difference in the performance of silver eels with a functional swimbladder and eels with a damaged swimbladder.

A total of 14 cDNA libraries were constructed from swimbladder RNA of 6 exercised silver eels with a functional swimbladder and 8 exercised silver eels with a heavily damaged swimbladder. The damaged swimbladders had a multilayered epithelium (Hartmann 4 & 5) and contained only minimal traces of gas or no gas at all. On average, a cDNA library was sequenced at a depth of 23,805,782 raw reads. Alignment to the European eel reference genome [37] resulted in about 61% mapped genes (14,568,232 reads). These transcriptomes were compared with the transcriptome of 5 control silver eels not exercised in the swim tunnel (SC), obtained from a previous study comparing yellow and silver eels [42]. In addition, the previously published transcriptome of unexercised silver eels with a heavily damaged swimbladder [42] was also compared with the transcriptome of exercised silver eels with a heavily damaged swimbladder (Hartmann degree 4 or 5), the results of this comparison are presented as DED.

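Swimbladder RNA was sequenced from 6 EF, 8 ED and 5 SC eels, 1 library per eel, and the deposited tables hold raw read counts for 45974 predicted eel transcripts. The authors had aligned the reads to the draft eel genome with TopHat2 and counted them with HTSeq. The total count per library ran from 11723752 to 16227019 (median 14949656) in EF, from 12437850 to 17313936 (median 13921352) in ED and from 7531244 to 12998212 (median 9628894) in SC. The mean total of the 14 exercised libraries was 14363535. EF and ED were each compared with SC by edgeR's quasi-likelihood test, with the scaling, filter and gene lists fixed before the deposited counts were examined. A transcript is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Relative expression values are counts divided by median-ratio size factors within EF and SC or within ED and SC, as in the authors' tables, so SC has a separate value in each comparison. The SC libraries came from the earlier study, so study and exercise cannot be told apart, and the library names of EF and ED carry different prefixes, so a difference between their runs and swimbladder damage cannot be told apart either. The rule for naming genes was written with values of the study's tables already seen, and 5 of the 36 gene lists hold symbols that the study chose on these libraries. Genes are named by the symbol that the tables give and by their transcript number, and reads may be shared between transcripts of the same symbol. Leaving out 1 library changed many calls. The libraries concerned are named beside many of these genes, and a call without them is not thereby shown to be stable.
Controls 2 and 3 stood apart from the other 17 libraries. With all libraries thinned to the smallest total, 22350 and 23819 transcripts had a count in controls 2 and 3, against 29941 to 33867 elsewhere. Transcripts of ribosomal proteins, the protein part of the ribosome, took 31.4% and 20.3% of their counts, against 5.36% to 7.09% in EF and the other 3 controls and 10.1% to 16.8% in ED. For this reason values with controls 6, 9 and 12 alone are given beside several gene groups that moved with controls 2 and 3, a comparison chosen after the data were seen.

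**Figure D1:**
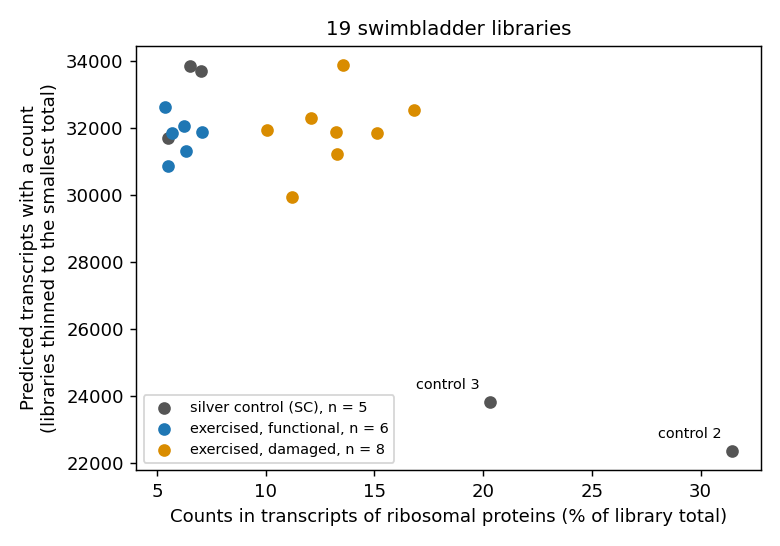
Transcripts with at least 1 count after thinning each library to the smallest total (vertical axis) against the percentage of counts on ribosomal proteins (horizontal axis), 1 point per library, coloured by group. Controls 2 and 3 lie at 31.4% and 20.3%, apart from the other 17 libraries.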

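The transcripts above SC in EF at the lowest p included those of a splicing factor, a membrane protein of the zonadhesin type, a tubulin, a myosin light chain and casein kinase 2. Log2 fold changes over SC (n = 6 and 5 libraries) were 6.37 (SE 0.45) for sf3b1 (g38581), 5.41 (SE 0.40) for zan (g36254), 7.22 (SE 0.56) for tba1d (g36669), 3.38 (SE 0.33) for mlrm (g31662) and 2.76 (SE 0.32) for csk21 (g8498) (edgeR adjusted p = 0.000374 or lower). Below SC at the lowest p lay the tripartite motif protein tri16, the inflammasome sensor nalp1 and the ubiquitin-like ubq9, at -6.97 (SE 0.57) for tri16 (g23857), -7.21 (SE 0.76) for nalp1 (g21392) and -6.14 (SE 0.75) for ubq9 (g18674) (edgeR adjusted p = 0.000533 or lower). The muscle actin actsa (g39249) and the bicarbonate cotransporter s4a4 (g42262) had no count in any of the 5 controls and were at least 1382-fold higher and at least 209-fold higher in EF, taking 3 counts over the group as the floor. Of 23961 transcripts tested, 3302 were called by edgeR, 1456 higher and 1846 lower in EF. At an unadjusted p under 0.05 there were 7672, 3565 higher and 4107 lower. In 2167 of the called transcripts every EF library lay beyond every control, though calls are selected for such a difference, so this count is no separate evidence. With controls 6, 9 and 12 alone, 4570 were called, 2327 of them shared with the 3302. Scaling by library totals, which moved the median log2 fold change of all transcripts to 0.31, called 604 higher and 434 lower, and DESeq2 3325 and 2886, so neither the number nor the balance is settled. Without EF 1, 2, 3, 4, 5 or 6, edgeR called 1377, 1686, 1476, 1396, 1644 and 1256.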

The comparison of the transcriptome of non-exercised uninfected silver eels (SC) with the transcriptome of exercised eels with functional swimbladder at the significance level of p < 0.05 revealed 3,476 differentially expressed genes (DEGs), out of which 1,542 (= 44%) were down-regulated (S1 Table). Comparing the transcriptome of SC with the transcriptome of exercised eels with damaged swimbladder at the significance level of p < 0.05 revealed 3,724 DEGs, out of which 1,253 (34%), were down-regulated (S2 Table). 

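In ED the same splicing factor, zonadhesin-like protein and tubulin were above SC at the lowest p, together with a further tubulin and the heat shock cognate hsp7c. Their log2 fold changes over SC (n = 8 and 5) were 6.27 (SE 0.51) for sf3b1 (g38581), 4.89 (SE 0.40) for zan (g36254), 6.56 (SE 0.57) for tba1d (g36669), 5.69 (SE 0.57) for tbb6 (g41458) and 5.04 (SE 0.50) for hsp7c (g39709) (edgeR adjusted p = 2.64e-05 or lower). Below SC lay tri16, the ubiquitin ligase herc3 and the Notch ligand dlld, at -5.70 (SE 0.47) for tri16 (g23857), -4.78 (SE 0.53) for herc3 (g9510) and -5.50 (SE 0.63) for dlld (g6339) (edgeR adjusted p = 7.28e-05 or lower). Both actsa (g39249, at least 3672-fold higher) and s4a4 (g42262, at least 279-fold higher) were again without a count in SC, as was the keratin k2c8 (g42757, at least 245.5-fold higher). By edgeR 3827 of 24456 transcripts were called in ED, 1961 higher and 1866 lower, and 8017 at an unadjusted p under 0.05, 3970 higher and 4047 lower. ED and SC libraries did not overlap in 1839 called transcripts, again among transcripts selected for such a difference. With controls 6, 9 and 12 alone, 4267 transcripts were called and 2513 of them were among the 3827. Library totals gave 768 higher and 719 lower, DESeq2 3736 and 2564, and edgeR called 2544 without ED 3.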

Comparison of non-exercised infected silver eels (SD) against exercised eels with damaged swimbladder revealed 8,197 DEGs, 4,161 of these DEGs were elevated, and 4,036 DEGs were reduced (S3 Table).

Plotting the log2-fold change of in exercised eels DEGs versus the mean expression values of the genes (MA-plot; Fig 1) revealed the differing numbers and patterns of up- and down-regulated, and newly activated and deactivated genes when comparing control eels with a functional swimbladder (SC) against exercised eels with a functional swimbladder (Fig 1A), or against exercised eels with a damaged swimbladder (Fig 1B). For clarity, the level of significance was reduced to p < 0.01 for this analysis. Although the total number of DEGs was similar in EF (1,385 DEGs) and ED (1,538 DEGs), their distribution was rather different. In EF, the number of up-regulated or activated genes (749 DEGs) was close to the number of down-regulated or deactivated genes (636 DEGs), whereas in ED 1,066 genes were up-regulated or activated, and 472 DEGs were down-regulated or deactivated. 

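A subunit of mitochondrial NADH dehydrogenase, nduv1 (g44371), was below SC in EF at a log2 fold change of -2.73 (SE 0.47, edgeR adjusted p = 0.00403) and above SC in ED at 1.96 (SE 0.37, edgeR adjusted p = 0.0028). The transcription factor sim1 (g45540), the mitochondrial protein tmm11 (g35158) and the elongation factor ef2 (g43033) did the same, with -2.43 (SE 0.52), -2.75 (SE 0.52) and -1.86 (SE 0.46) in EF and 2.60 (SE 0.39), 1.58 (SE 0.43) and 2.59 (SE 0.47) in ED (edgeR adjusted p at most 0.0221 in EF and 0.0223 in ED). In a direct contrast of ED over EF (n = 8 and 6), the 4 transcripts had log2 differences of 4.66 (SE 0.38) for nduv1 (g44371), 5.03 (SE 0.41) for sim1 (g45540), 4.31 (SE 0.44) for tmm11 (g35158) and 4.43 (SE 0.43) for ef2 (g43033), and the myosin light chain myl9 (g18465), the clock gene clock (g5405) and the vascular receptor vgfr4 (g9390) were lower in ED, at -2.02 (SE 0.27), -2.02 (SE 0.28) and -2.48 (SE 0.35) (edgeR adjusted p = 6.88e-05 or lower). At an unadjusted p under 0.01, 3937 transcripts were called in EF (1731 higher, 2206 lower) and 4272 in ED (2172 higher, 2100 lower). The contrast of ED over EF called 4390 of 26631 transcripts by edgeR, 2604 higher and 1786 lower in ED. Scaling by library totals moved the median log2 difference of all transcripts to -0.32 and with it the balance of the calls, to 1407 higher and 2249 lower, and the 14 exercised libraries alone gave 8124. The contrast takes its spread from all 19 libraries, controls 2 and 3 included. A missing call between ED and EF is therefore no evidence that the 2 groups are equal.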

Comparing SD with exercised eels with damaged swimbladder revealed a much higher number of affected genes (4,501 DEGs), with 2,423 up-regulated and 2,078 down-regulated genes (Fig 1C).

**Fig 1:**
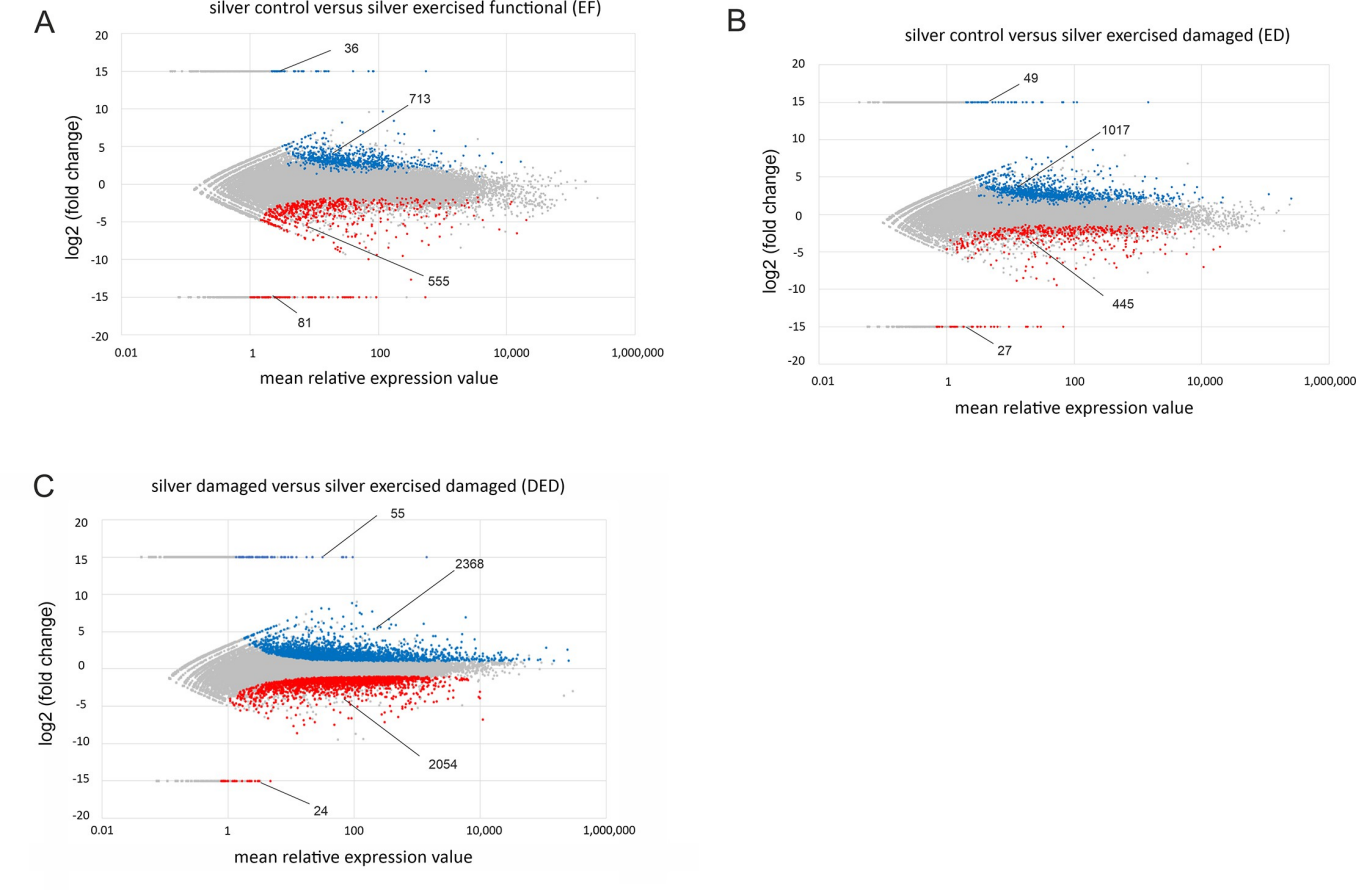
MA-plot of DEGs. (A) MA-plot of DEGs from control swimbladder tissue of unexercised silver eels compared with exercised silver eels, (B) from control silver eel swimbladder tissues and exercised silver eels with damaged swimbladder tissue and (C) from unexercised silver eels with damaged swimbladder compared with exercised eels with damaged swimbladder. Blue and red dots denote up- and down-regulated genes, respectively (pval < 0.01). Grey dots denote non-regulated genes (pval > 0.01). Newly activated or newly deactivated genes were arbitrarily assigned to a log2 (fold change) = 15 or -15, respectively. The value of log2 (fold change) for all genes was analyzed as log2 (exercised/unexercised). Numbers indicate the numbers of DEGs either elevated or reduced in transcription.

A Venn diagram revealed that 49% of the annotated DEGs detected in EF were also significantly modified in ED (Fig 2). 

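Interferon-inducible transcripts were among those lower in both comparisons. The antiviral protein ifit5 (g7769) had log2 fold changes of -6.53 (SE 0.81) in EF and -6.98 (SE 0.83) in ED, the helicase pr285 (g311) -2.84 (SE 0.35) and -3.53 (SE 0.39), and the ubiquitin ligase dtx3l (g23128) -2.53 (SE 0.39) and -2.75 (SE 0.33) (edgeR adjusted p at most 0.00196 in EF and 9.51e-05 in ED). Higher in both was the smooth muscle myosin myh11 (g42641), at 4.92 (SE 0.65) and 4.80 (SE 0.64) (edgeR adjusted p = 0.00087 and 0.000243). Of 22790 transcripts tested in both comparisons, 690 were higher in both and 788 lower in both, against 87.2 and 149 for independent lists, while 16 went in opposite directions. Of the EF calls at an adjusted p, 47.8% were also ED calls, a share of transcripts. Counted as in the study, over names at an unadjusted p under 0.05, it was 63.5% by edgeR. Both comparisons share the 5 controls. With the controls split between them, so that no control was in common, the median overlap was 320.5 higher and 361 lower. Independent lists gave medians of 57.8 and 101.5 for these splits. Each comparison then had fewer controls, so the split overlap is not a chance level for the 690 and 788. Over the splits the overlap ran from 195 to 1430 higher and from 171 to 705 lower, so this reference is loose. Simulated unchanged groups against shared controls had hardly any calls, so their overlap is no reference. The covariance of the log2 fold changes was 1.06, against 0.15 in these simulations and 0.806 as the median with split controls (0.3615 to 0.9402). Their correlation was 0.728, but shared controls alone gave 0.601 in the simulations, and split controls left a median of 0.422 (0.1722 to 0.5133).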

32% of DEGs (601 DEGs) detected in EF were not modified in eels with a damaged swimbladder. 261 of the in ED identified DEGs were not differentially expressed when the transcript of exercised fish was compared with unexercised silver eels with damaged swimbladder. The diagram clearly showed that most of the DEGs identified were connected to damage of the swimbladder.

**Fig 2:**
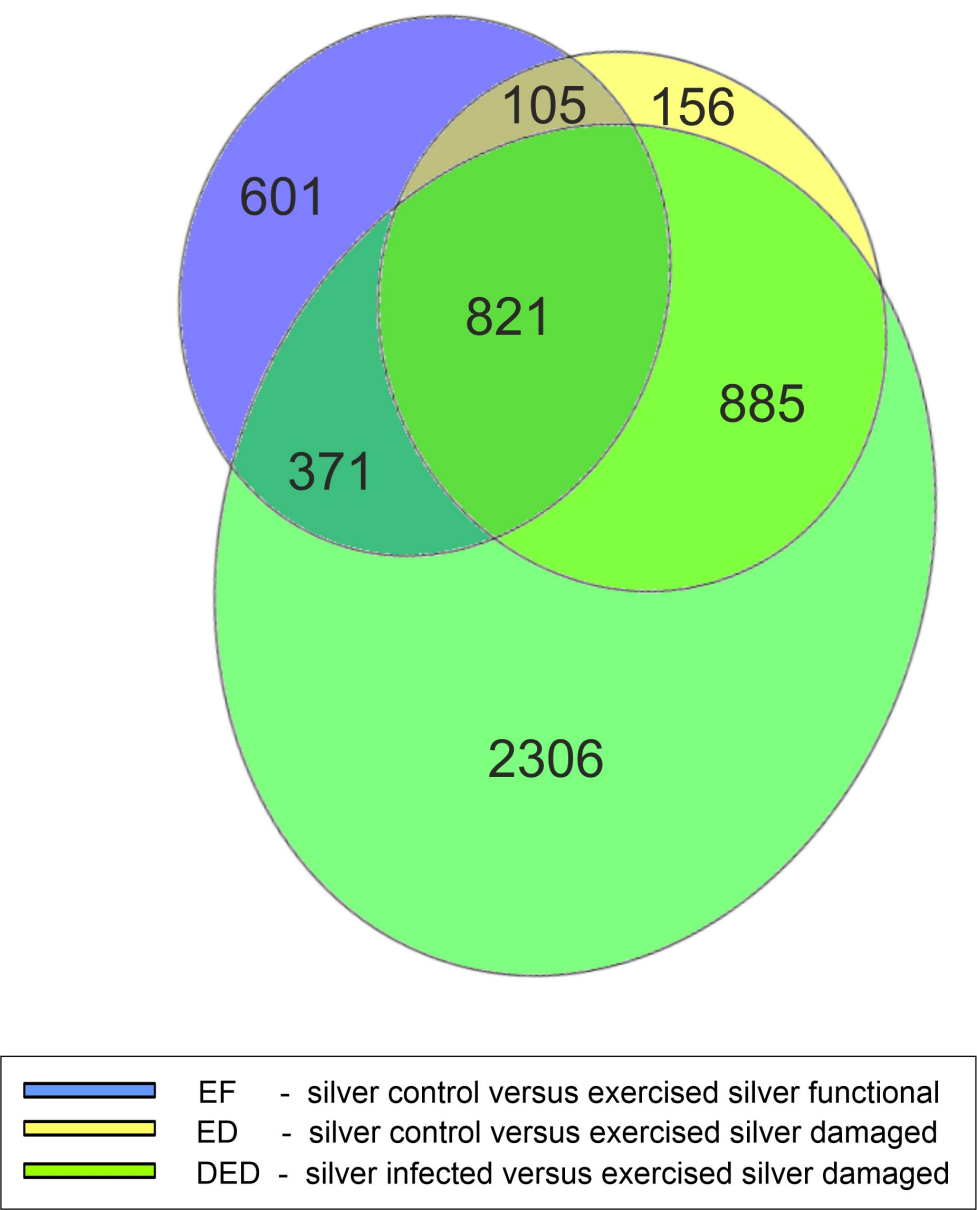
Number and overlap of differentially expressed genes. Venn diagram showing the total number of annotated genes of the comparisons (p < 0.05) between silver control (SC) with exercised eels with functional swimbladder in blue, SC with exercised eels with damaged swimbladder in yellow, and silver control eels with damaged swimbladder (SD) with exercised eels with damaged swimbladder in green, with the corresponding overlaps. Diagram was generated with euler*APE* (http://www.eulerdiagrams.org/eulerAPE/) [45].

We used DAVID for GO enrichment analyses to detect DEGs in exercised eels compared to SC eels at the level of p < 0.01. In EF, 734 DEGs were annotated, out of which 708 genes were assigned with a unique *cellular component*, 676 genes with a unique *biological process*, and 656 genes with a unique *molecular function*. In ED, 771 DEGs were annotated, out of which 747 genes were assigned with a unique *cellular component*, 693 genes with a unique *biological process*, and 679 genes with a unique *molecular function*. In DED, 2,529 annotated DEGs were identified, out of which 2,406 genes were assigned with a unique *cellular component*, 2,292 genes with a unique *biological process*, and 2,208 genes with a unique *molecular function*. In EF, 9 different *cellular components* were significantly (p < 0.01) affected, 5 of which were also affected in ED (Fig 3A). 

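In EF the called transcripts crowded into the parts of ribosomes and mitochondria, nearly all of them lower than in SC. The strongest components were cytosolic small ribosomal subunit (41 called of 74, 4 higher and 37 lower, adjusted p = 1.52e-15), mitochondrial respiratory chain complex I (28 called of 46, 0 higher and 28 lower, adjusted p = 6.70e-12) and cytosolic large ribosomal subunit (30 called of 68, 0 higher and 30 lower, adjusted p = 3.35e-08), by a one-sided Fisher's exact test on edgeR calls. This test takes transcripts as independent, though reads may be shared between those of 1 symbol, so its p-values may be too small. Among equally many transcripts of lowest p, 34 of 100 splits of the EF and SC libraries, the real one included, gave as many GO terms. For ED and SC it was 79, so chance is not excluded for the number of terms. In ED the chaperonin that folds tubulin and actin stood out in the opposite direction, by the same exact test, as chaperonin-containing T-complex (13 called of 23, 13 higher and 0 lower, adjusted p = 0.00164). Over all components 26 passed an adjusted p under 0.05 in EF and 1 in ED, with 0 in both (0 with calls at an unadjusted p under 0.01). With controls 6, 9 and 12 alone 8 passed in EF and 18 in ED, 4 of them in both. The same exact test on those calls gave for EF 27 called, 14 higher and 13 lower, adjusted p = 0.00279 for the small subunit, 13 called, 3 higher and 10 lower, adjusted p = 0.354 for complex I and 13 called, 8 higher and 5 lower, adjusted p = 1.000 for the large subunit, so the direction of both ribosomal subunits in EF depends on controls 2 and 3. Of 126 ribosomal protein transcripts tested, 2 were higher and 73 lower in EF than in SC by edgeR (2 and 98 adjusted over the list alone). Ribosomal proteins had a camera adjusted p = 4.76e-15 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.448 with controls 6, 9 and 12 alone). Of 126 ribosomal protein transcripts tested, 4 were higher and 7 lower in ED than in SC by edgeR (4 and 5 adjusted over the list alone). The ED members had a median log2 fold change of -0.79, which turned to 1.19 by limma voom, while camera pointed upward without a call. Over the ribosomal protein list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of 3.12, and with controls 6, 9 and 12 alone 18 were higher and 22 lower in EF and 104 were higher and 0 lower in ED.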

In DED, 27 *cellular components* were significantly affected. 

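Genes of the antiviral response, of tubulin polymers and of protein folding were over-represented among the called transcripts in both EF and ED. Both comparisons share the controls, and the exact test takes transcripts as independent, so its p-values may be too small. For response to virus, 51 transcripts were called in EF (14 higher, 37 lower, Fisher's exact test on edgeR calls, adjusted p = 2.36e-05) and 59 in ED (22 and 37, adjusted p = 7.68e-06). By the same exact test protein polymerization, which holds the tubulins, gave 17 in EF (10 higher, 7 lower, adjusted p = 0.000418) and 22 in ED (20 and 2, adjusted p = 8.34e-05). For protein folding the exact test counted 51 in EF (19 higher, 32 lower, adjusted p = 0.00575) and 60 in ED (39 and 21, adjusted p = 0.00477). In EF alone the exact test passed for smooth muscle contraction (17 called of 55, 15 higher and 2 lower, adjusted p = 0.0196) and ribosome biogenesis (83 called of 212, 7 higher and 76 lower, adjusted p = 1.99e-19). In all, 40 processes passed in EF and 9 in ED, 5 of them in both, and with controls 6, 9 and 12 alone 22 and 32, with 8 in both. On the calls with these 3 controls the exact test gave adjusted p = 0.0151 in EF and 3.27e-05 in ED for response to virus, 0.0266 and 0.000125 for protein polymerization, 0.0402 and 0.00749 for protein folding, and in EF 0.0759 for smooth muscle contraction. Ribosome biogenesis moved from EF to ED with these controls, by the exact test at 40 called, 12 higher and 28 lower, adjusted p = 1.000 in EF and 87 called, 85 higher and 2 lower, adjusted p = 3.52e-17 in ED.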

6 *biological processes* were significantly modified in EF, but there was no overlap with the 4 *biological processes* significantly affected in ED (Fig 3B). Again, with 23 a much larger number of *biological processes* were significantly affected in DED. 

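Among molecular functions, the called EF transcripts gathered in ribosome structure, respiratory enzymes and the proteasome, and the called ED transcripts in chaperones. Structural constituent of ribosome gave 98 called of 199 in EF, 97 of them lower (Fisher's exact test on edgeR calls, adjusted p = 3.32e-33). Here too the test takes transcripts as independent, so its p-values may be too small. By the same exact test NADH dehydrogenase (ubiquinone) activity gave 28 of 46, all lower (adjusted p = 9.71e-12), and threonine-type endopeptidase activity, the proteolytic core of the proteasome, 14 of 26, also all lower (adjusted p = 9.29e-05). In ED the exact test passed for unfolded protein binding (62 called of 230, 47 higher and 15 lower, adjusted p = 0.000251). Of 11 functions in EF and 1 in ED, 0 were shared, and 0 were shared with calls at an unadjusted p under 0.01. Only terms with 10 to 500 tested transcripts entered the test, so broader functions could not appear in either group. With controls 6, 9 and 12 alone 1 passed in EF and 18 in ED, 0 of them in both. The exact test on those calls gave in EF 50 called, 18 higher and 32 lower, adjusted p = 0.0833 for ribosome structure, 13 called, 3 higher and 10 lower, adjusted p = 0.482 for NADH dehydrogenase and 10 called, 0 higher and 10 lower, adjusted p = 0.247 for the proteasome core, and in ED 59 called, 51 higher and 8 lower, adjusted p = 0.00271 for unfolded protein binding and 118 called, 115 higher and 3 lower, adjusted p = 6.75e-44 for ribosome structure.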

Looking at the GO domain *molecular function*, protein binding, ubiquitin-protein binding, ligase activity and poly(A) RNA binding were affected in both EF and ED. 22 *molecular functions* were significantly affected in DED (Fig 3C).

**Fig 3:**
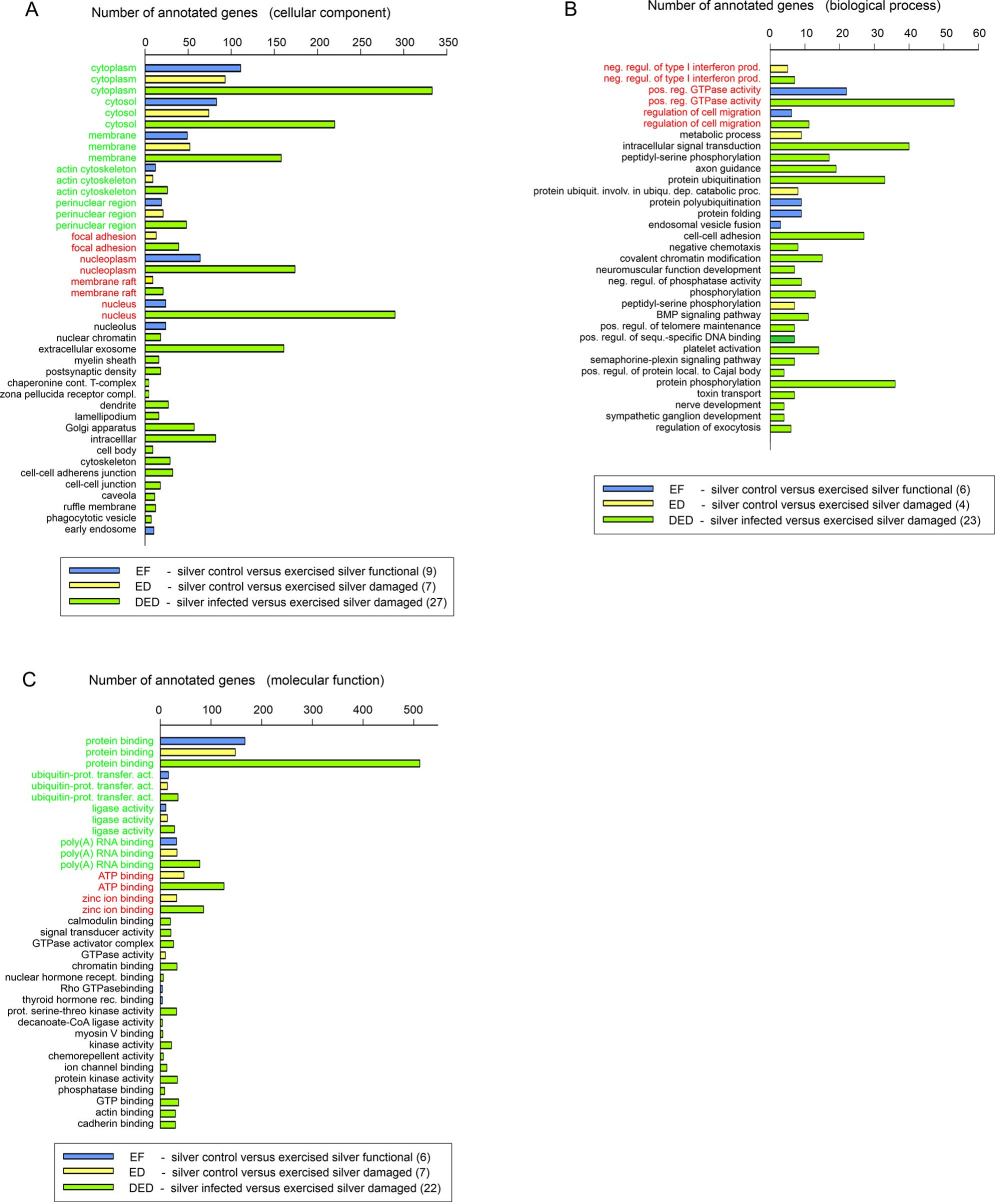
GO enrichment analysis. (A) Significantly affected *cellular components* identified by GO enrichment analysis of DEGs at the level of p < 0.01 for the comparison of control silver eels (SC) versus exercised silver eels with a functional swimbladder (blue) (EF) and the comparison of silver control eels (SC) versus exercised silver eels with a damaged swimbladder (yellow) (ED). The comparison of infected unexercised silver eels (SD) with exercised eels with a damaged swimbladder is shown in green (DED). *Cellular components* affected in two groups are listed in red, components affected in all three groups are listed in green. (B) Significantly affected *biological processes* identified by GO enrichment analysis of DEGs at the level of p < 0.01, EF values are shown in blue, ED values in yellow, and DED in green. *Biological processes* affected in two groups are listed in red, processes affected in all three groups are listed in green. (C) Significantly affected *molecular functions* identified by GO enrichment analysis of DEGs at the level of p < 0.01, EF values are shown in blue, ED values in yellow, and DED in green. *Molecular functions* affected in two groups are listed in red, functions affected in all three groups are listed in green.

Pathway analysis using the Reactome pathway browser at the level of p < 0.01 focusing in particular on metabolic pathways, signal transduction, extracellular matrix, and also on cell death and immune response, revealed that about 10–33% of the genes expressed in the various pathways in SC were differentially expressed in either EF or ED (Table 2). Obvious differences between eels with a functional and a damaged swimbladder were detected with respect to the extracellular matrix, where 24% of the genes were differentially expressed in EF, but only 18% in ED. On the other hand, in ED all pathways related to cell damage, cell death or cell repair showed a higher percentage of DEGs. 

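The called matrix transcripts were higher in EF and went both ways in ED. The basement membrane collagens co4a1 (g936) and co4a2 (g5552), the proteoglycan perlecan pgbm (g15079) and the collagen-binding lumican lum (g8900) had log2 fold changes of 1.73 (SE 0.40), 1.47 (SE 0.35), 1.24 (SE 0.30) and 1.89 (SE 0.40) in EF (n = 6 and 5, edgeR adjusted p = 0.0192 or lower). In ED the same transcripts had 1.23 (SE 0.32), -0.23 (SE 0.33), -0.48 (SE 0.38) and 1.66 (SE 0.65), with co4a1 (g936) called (edgeR adjusted p = 0.0172). Relative to EF, pgbm (g15079) and co4a2 (g5552) were lower in ED, with log2 differences of -1.74 (SE 0.32) and -1.74 (SE 0.28) (edgeR adjusted p = 0.000745 or lower). Of 176 extracellular matrix transcripts tested, 30 were higher and 0 lower in EF than in SC by edgeR (33 and 1 adjusted over the list alone), with 4 lower at an unadjusted p under 0.05, 2 by DESeq2 and 2 by limma voom. Extracellular matrix transcripts had a camera adjusted p = 2.05e-07 toward higher values (adjusted p = 0.745 with an estimated correlation, 0.000313 with controls 6, 9 and 12 alone). Fibroblast markers had a median log2 fold change of 1.29 in EF, with 3 of 25 called higher by edgeR (camera adjusted p = 0.0237, 0.745 with an estimated correlation, 0.0944 with controls 6, 9 and 12 alone), and EF 1 had the highest means of the 6 EF libraries in both lists (4.97 log2 CPM against 3.44 to 4.16 for the matrix and 8.4 against 5.78 to 7.02 for fibroblasts), without which camera still passed the matrix but not fibroblasts (camera adjusted p = 0.0843), so a larger share of connective tissue is not separated from higher expression. Of 167 extracellular matrix transcripts tested, 11 were higher and 9 lower in ED than in SC by edgeR (11 and 9 adjusted over the list alone). Of 186 extracellular matrix transcripts tested, 1 was higher and 49 lower in ED than in EF by edgeR (4 and 61 adjusted over the list alone). Of 25 fibroblast marker transcripts tested, 0 were higher and 13 lower in ED than in EF by edgeR (0 and 16 adjusted over the list alone), with 0 higher at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom. Over the extracellular matrix list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -1.46, and with controls 6, 9 and 12 alone 30 were higher and 2 lower in EF and 7 were higher and 11 lower in ED.

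**Figure D2:**
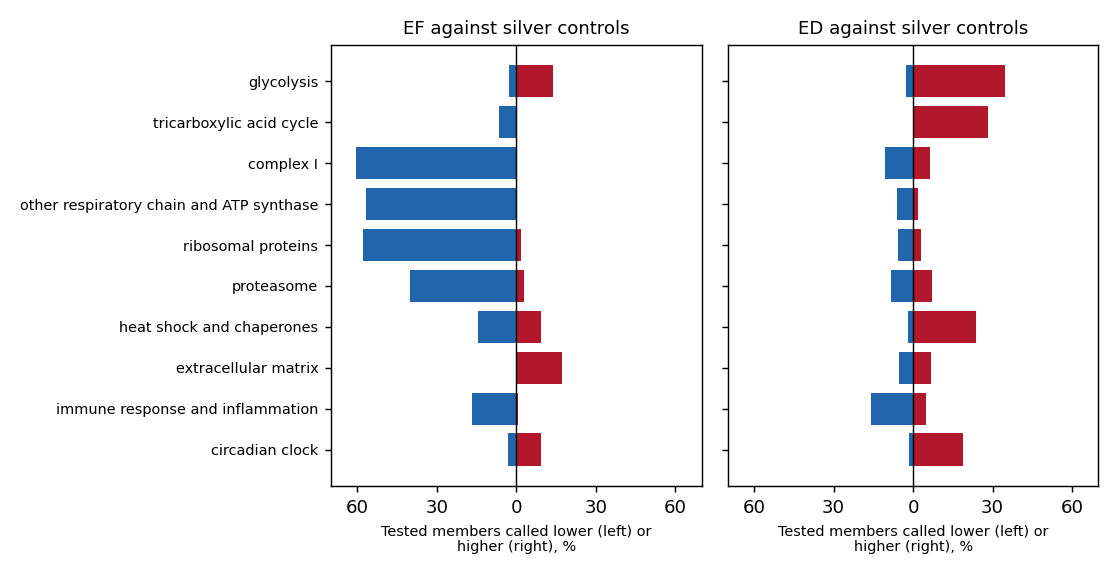
Percentage of tested members of 10 gene lists called lower (left of 0) and higher (right of 0) than in SC by edgeR, in EF and in ED. Of the extracellular matrix list 30 of 176 members were higher in EF and 11 of 167 in ED.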

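More chaperones were higher than lower in ED. The heat shock protein hsp70 (g7709) was above SC in EF and in ED, at log2 fold changes of 1.69 (SE 0.42, edgeR adjusted p = 0.0222) and 1.58 (SE 0.39, edgeR adjusted p = 0.0137). The co-chaperone dnja2 (g39646) and the chaperonin subunit tcpg (g26759) were above SC in ED (n = 8 and 5), at 4.37 (SE 0.45, edgeR adjusted p = 3.06e-05) and 1.97 (SE 0.38, edgeR adjusted p = 0.00336), whereas the chaperonin subunits tcpb (g33571) and tcpd (g5598) were below SC in EF, at -2.96 (SE 0.46, edgeR adjusted p = 0.0020) and -2.18 (SE 0.38, edgeR adjusted p = 0.00415). Of 97 chaperone transcripts tested, 9 were higher and 14 lower in EF than in SC by edgeR (9 and 15 adjusted over the list alone). Of 101 chaperone transcripts tested, 24 were higher and 2 lower in ED than in SC by edgeR (28 and 5 adjusted over the list alone). Chaperones in ED had a camera adjusted p = 0.0218 toward higher values (adjusted p = 0.868 with an estimated correlation, 6.58e-06 with controls 6, 9 and 12 alone). Of 70 proteasome transcripts tested, 2 were higher and 28 lower in EF than in SC by edgeR (3 and 37 adjusted over the list alone). Proteasome subunits in EF had a camera adjusted p = 6.54e-07 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.000313 with controls 6, 9 and 12 alone). Of 71 proteasome transcripts tested, 5 were higher and 6 lower in ED than in SC by edgeR (6 and 11 adjusted over the list alone).
For immune genes the balance was toward lower values in both. Of 204 immune transcripts tested, 1 was higher and 34 lower in EF than in SC by edgeR (1 and 41 adjusted over the list alone). Immune genes in EF had a camera adjusted p = 4.78e-05 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.00783 with controls 6, 9 and 12 alone). Of 208 immune transcripts tested, 10 were higher and 33 lower in ED than in SC by edgeR (14 and 37 adjusted over the list alone). Immune genes in ED had a camera adjusted p = 0.00175 toward lower values (adjusted p = 0.853 with an estimated correlation, 0.0504 with controls 6, 9 and 12 alone). Leucocyte markers had medians of -0.66 in EF (0 higher and 2 lower of 24 by edgeR, 0 higher at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom) and -0.66 in ED (1 higher and 1 lower of 26), and control 9 had the highest mean of the 19 libraries for the leucocyte and the immune list (4.47 and 3.67 log2 CPM), so a lower share of leucocytes is not separated from lower expression. Of 49 oxidative stress defence transcripts tested, 0 were higher and 5 lower in EF than in SC by edgeR (0 and 5 adjusted over the list alone), with 2 higher at an unadjusted p under 0.05, 2 by DESeq2 and 2 by limma voom. Oxidative stress defence in EF had a camera adjusted p = 0.0237 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.993 with controls 6, 9 and 12 alone toward higher values). The median of this list in EF, -0.86, turned to 0.15 by limma voom. Of 48 oxidative stress defence transcripts tested, 2 were higher and 0 lower in ED than in SC by edgeR (2 and 0 adjusted over the list alone), with 4 lower at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom. Over the proteasome list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of 0.75, and with controls 6, 9 and 12 alone 3 were higher and 20 lower in EF. Over the oxidative stress defence list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of 1.35, and with controls 6, 9 and 12 alone 2 were higher and 2 lower in EF. Of transcripts annotated with a process of apoptosis, 240 of 1787 were called in EF (121 higher) and 272 of 1794 in ED (146 higher). These shares are near those over all tested transcripts, 3302 of 23961 in EF and 3827 of 24456 in ED. For inflammatory processes the counts were 30 of 231 in EF (15 higher) and 44 of 235 in ED (26 higher).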

Genes related to organelle biogenesis and maintenance, however, showed with 18% in EF compared to 10% in ED a much higher percentage of DEGs in EF. Noteworthy was the high level of DEGs in genes related to the circadian clock, namely 33% in EF and 25% in ED (Table 2). 

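The period gene per2 and the cryptochrome gene cry1, which feed back on the clock's own transcription, were higher in ED. Log2 fold changes over SC (n = 8 and 5) were 2.57 (SE 0.60) for per2 (g45163) and 2.62 (SE 0.45) for cry1 (g21239) (edgeR adjusted p = 0.0103 or lower), while clock (g5405), whose protein drives their transcription, was lower in ED at -1.34 (SE 0.34, edgeR adjusted p = 0.0148). Of 65 clock transcripts tested, 6 were higher and 2 lower in EF than in SC by edgeR (5 and 2 adjusted over the list alone). Clock genes in EF had a camera adjusted p = 0.0325 toward higher values (adjusted p = 0.745 with an estimated correlation, 0.548 with controls 6, 9 and 12 alone). Of 69 clock transcripts tested, 13 were higher and 1 lower in ED than in SC by edgeR (15 and 1 adjusted over the list alone). Clock genes in ED had a camera adjusted p = 0.00107 toward higher values (adjusted p = 0.853 with an estimated correlation, 0.00937 with controls 6, 9 and 12 alone). Over the clock list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -1.79, and with controls 6, 9 and 12 alone 13 were higher and 6 lower in EF and 9 were higher and 1 lower in ED.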

As to be expected based on the higher number of DEGs identified in DED, for all pathways a higher number of affected genes was detected in DED. For most pathways the number of DEGs in DED was about twice as high compared to ED. For disease-related DEGs, however, in DED the number was almost three times higher than in ED (Table 2).

**Table 2:** Total number of genes represented in a defined pathway in the Reactome pathway database, total number of genes within a defined pathway expressed in control silver eels (SC), and the total number of in exercised eels differentially expressed genes (EF, ED, DED).

	Total number in pathway	Total number expressed in SC	Diff. expressed in EF		Diff. expressed in ED		Diff. expressed in DED	
Metabolism	3,636	901	139	(15%)	148	(16%)	334	(37%)
Metabolism of proteins	2,354	955	170	(18%)	183	(19%)	331	(33%)
Metabolism of RNA	782	369	58	(16%)	61	(17%)	118	(32%)
Signal transduction	3,303	1,342	220	(16%)	241	(18%)	517	(39%)
Extracellular matrix	329	120	29	(24%)	21	(18%)	49	(40%)
Circadian clock	104	65	21	(33%)	16	(25%)	27	(43%)
Organelle biogenesis and maintenance	335	172	31	(18%)	17	(10%)	58	(34%)
Programmed cell death	197	90	20	(22%)	22	(24%)	39	(43%)
Disease	1,552	539	87	(16%)	101	(19%)	311	(58%)
Immune system	2,822	1,063	192	(18%)	221	(21%)	457	(43%)
DNA repair	367	179	26	(15%)	28	(16%)	52	(29%)
DNA replication	141	71	7	(10%)	12	(17%)	24	(34%)

Within each pathway, the number of differentially expressed genes (p < 0.01) is listed for exercised silver eels with functional swimbladder as compared with control eels (EF), and for exercised silver eels with damaged swimbladder as compared with control eels (ED). The comparison of exercised silver eels with damaged swimbladder (DED) with unexercised silver eels with a highly infected swimblader (SD) is also included. The proportion of differentially expressed genes of the total number of expressed genes in silver eels in the respective pathway is given in brackets (% value). Reactome database (https://reactome.org) [44].

### Metabolic processes

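Enzymes of central metabolism went both ways in EF. One was tktl2 (g36899), a transketolase that links the pentose phosphate shunt with glycolysis, which was above SC (n = 6 and 5) at a log2 fold change of 2.18 (SE 0.51, edgeR adjusted p = 0.0185). Another was idh3a (g1344), a dehydrogenase of the tricarboxylic acid cycle, which was below SC at -2.35 (SE 0.50, edgeR adjusted p = 0.0123). The lipid regulator pparg (g9) was higher, at 1.52 (SE 0.36, edgeR adjusted p = 0.0192). Of 3065 tested transcripts annotated with a metabolic process, edgeR called 365, 160 higher and 205 lower. Over all transcripts it called 3302 of 23961, a somewhat larger share. At an unadjusted p under 0.05 there were 932 with a metabolic process, or 12.2% of all transcripts past that threshold, and 45.7% of these were higher in EF. Of 30 tricarboxylic acid cycle transcripts tested, 0 were higher and 2 lower in EF than in SC by edgeR (0 and 2 adjusted over the list alone), with 7 higher at an unadjusted p under 0.05, 9 by DESeq2 and 2 by limma voom.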

In a more detailed analysis, at the level of p < 0.05, of all 3,476 in EF identified DEGs, 422 genes (representing 12.1%) were assigned with the GO *biological process* ‘metabolic process’ and 64% of them were upregulated. 43 DEGs were related to ‘energy metabolism’ and 60% of them were upregulated. 

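Phosphoglycerate kinase pgk1 (g37721), an ATP-forming step of glycolysis, had relative expression values of 863 ± 446 (SD, n = 5) in SC and 3638 ± 844 (SD, n = 6) in EF. Glycerol-3-phosphate dehydrogenase gpda (g33299), which draws on a glycolytic intermediate, had 707 ± 377 (SD, n = 5) in SC and 3144 ± 713 (SD, n = 6) in EF. Their log2 fold changes were 2.01 (SE 0.41) for pgk1 (g37721) and 2.09 (SE 0.42) for gpda (g33299) (edgeR adjusted p = 0.00984 or lower). By symbol, edgeR called 1 of 7 kpyk transcripts higher (2 higher and 1 lower with controls 6, 9 and 12 alone), 1 of 5 gpda transcripts higher and 1 lower (1 higher and 0 lower with controls 6, 9 and 12 alone), 1 of 2 f263 transcripts higher and 0 of 3 pgm2l transcripts (2 higher and 0 lower at an unadjusted p under 0.05, 2 and 0 by DESeq2, 1 and 0 by limma voom, 1 and 0 with controls 6, 9 and 12 alone). Of 73 glycolytic transcripts tested, 10 were higher and 2 lower in EF than in SC by edgeR (12 and 5 adjusted over the list alone). Camera did not pass the glycolysis list in EF. Over the glycolysis list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -0.87, and with controls 6, 9 and 12 alone 15 were higher and 4 lower in EF. For f263 (g10727) in EF, the call was lost without any 1 of the 6 EF libraries or controls 2, 6 or 9 (edgeR adjusted p = 0.0604 to 0.094). For kpyk (g4655) in EF, the call was lost without any 1 of the 6 EF libraries or controls 3 or 9 (edgeR adjusted p = 0.0652 to 0.0885) and the fold difference of 3.99 moved to 6.11 without control 12. For gpda (g14377) in EF, the call was lost without EF 1, 2, 3, 5 or 6 or control 12 (edgeR adjusted p = 0.0537 to 0.0734) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0693.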

A large number of genes connected to glucose and energy metabolism were significantly elevated, like glucose-bisphosphate synthase (*pgm2l*), phosphoglucomutase (*pgm*), 6-phosphofructo-2-kinase (*f263*), glycerol-3-phosphate dehydrogenase (*gpda*), pyruvate kinase (*kpyk*), and lactate dehydrogenase (*ldha*) (Table 3 shows a selection of DEGs assigned to the term ‘metabolic process’). 

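Lactate dehydrogenase A, which turns pyruvate into lactate, is present as 6 tested transcripts of symbol ldha. The one with the largest difference, ldha (g42164), had a relative expression value of 470.3 ± 465.7 (SD, n = 5) in SC and 6483 ± 709.6 (SD, n = 6) in EF, a log2 fold change of 3.74 (SE 0.54, edgeR adjusted p = 0.00145). A further transcript, ldha (g3489), had 980.3 ± 315 (SD, n = 5) in SC and 2598 ± 406 (SD, n = 6) in EF, with 1.37 (SE 0.31, edgeR adjusted p = 0.0146) and less spread among the controls. The transcript ldha (g34501) was called at 1.77 (SE 0.51, edgeR adjusted p = 0.0371). The most abundant ldha transcript in EF and SC, ldha (g20331), had 35649 ± 36948 (SD, n = 5) in SC and 60888 ± 13990 (SD, n = 6) in EF, a log2 fold change of 0.69 (SE 0.61, edgeR adjusted p = 0.457), not a call. For ldha (g42164) in EF, the fold difference of 13.3 moved to 23.4 without control 6. For ldha (g34501) in EF, the call was lost without any 1 of the 6 EF libraries or controls 2, 3, 9 or 12 (edgeR adjusted p = 0.0556 to 0.0718), the fold difference of 3.4 moved to 6.22 without control 6 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0897.

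**Figure D3:**
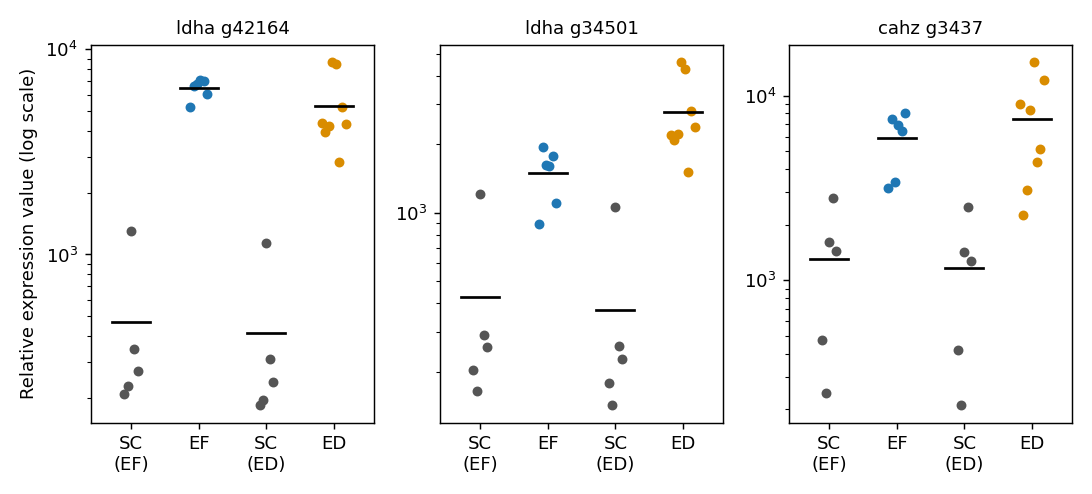
Relative expression values on a log scale of ldha (g42164), ldha (g34501) and cahz (g3437), 1 point per library and a bar for each group's mean, with SC shown for each comparison because its scaling differs. For ldha (g42164) the means are 470.3 in SC and 6483 in EF.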

In SC, a relative expression value of 470 was detected for *ldha*, while after exercise under elevated hydrostatic pressure the relative expression value increased to 6,480, representing a 13.8-fold increase. 

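The muscle type of glycogen phosphorylase, pygm (g45858), which releases glucose units from glycogen, had a relative expression value of 4.04 ± 4.17 (SD, n = 5) in SC and 56.1 ± 29.3 (SD, n = 6) in EF, a log2 fold change of 3.48 (SE 0.73, edgeR adjusted p = 0.0114), and a log2 difference of ED over EF of -2.74 (SE 0.56, edgeR adjusted p = 0.00198). The liver type pygl (g37963) had 3.15 ± 3.95 (SD, n = 5) in SC and 32.9 ± 10.6 (SD, n = 6) in EF, a log2 fold change of 3.10 (SE 0.69, edgeR adjusted p = 0.0143). Among the more abundant transcripts, pygm (g23099) had -0.25 (SE 0.31, edgeR adjusted p = 0.605), not a call, and pygl (g20661) 1.72 (SE 0.52, edgeR adjusted p = 0.0435). Of 48 glycogen metabolism transcripts tested, 5 were higher and 0 lower in EF than in SC by edgeR (4 and 0 adjusted over the list alone), with 3 lower at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma voom. Glycogen metabolism had a camera adjusted p = 0.0209 toward higher values (adjusted p = 0.745 with an estimated correlation, 0.0594 with controls 6, 9 and 12 alone). Over the glycogen metabolism list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -1.07, and with controls 6, 9 and 12 alone 7 were higher and 1 lower in EF. For pygl (g37963) in EF, the fold difference of 8.58 moved to 15.4 without control 12. For pygl (g20661) in EF, the call was lost without any 1 of the 6 EF libraries or controls 2 or 6 (edgeR adjusted p = 0.0589 to 0.0834).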

Several genes related to glycogen metabolism like glycogen phosphorylase (*pygl*, *pygm*) also showed several-fold elevated relative expression values in EF. In turn, the relative expression values for mitochondrial NADH dehydrogenase (*ndus1* and *nduv2*) were reduced. 

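Subunits of complex I, the NADH dehydrogenase of the respiratory chain, were lower in EF. Among them were ndua5 (g14228), ndua2 (g22261), ndub8 (g5660) and ndus2 (g25043), with log2 fold changes of -3.09 (SE 0.58), -3.85 (SE 0.64), -2.46 (SE 0.54) and -1.88 (SE 0.33) (n = 6 and 5, edgeR adjusted p = 0.0135 or lower). The transcripts ndus1 (g8924) and nduv2 (g3588) had -1.04 (SE 0.28, edgeR adjusted p = 0.028) and -1.91 (SE 0.55, edgeR adjusted p = 0.0362). Of 48 complex I transcripts tested, 0 were higher and 29 lower in EF than in SC by edgeR (0 and 34 adjusted over the list alone), with 0 higher at an unadjusted p under 0.05, 0 by DESeq2 and 3 by limma voom. Complex I in EF had a camera adjusted p = 1.79e-11 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.00224 with controls 6, 9 and 12 alone). Of 51 other respiratory chain and ATP synthase transcripts tested, 0 were higher and 29 lower in EF than in SC by edgeR (1 and 35 adjusted over the list alone), with 1 higher at an unadjusted p under 0.05, 1 by DESeq2 and 3 by limma voom. The other respiratory complexes in EF had a camera adjusted p = 4.47e-11 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.0214 with controls 6, 9 and 12 alone). Over the complex I list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of 2.41, and with controls 6, 9 and 12 alone 3 were higher and 11 lower in EF. Over the other respiratory chain list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of 2.56, and with controls 6, 9 and 12 alone 3 were higher and 15 lower in EF. For ndus1 (g8924) in EF, the call was lost without any 1 of the 6 EF libraries (edgeR adjusted p = 0.0524 to 0.0698). For nduv2 (g3588) in EF, the call was lost without any 1 of the 6 EF libraries or controls 2 or 3 (edgeR adjusted p = 0.0505 to 0.0792) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.178.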

Carbonic anhydrase (*cahz*) was highly expressed and the relative expression value increased from 1,309 to 5,908 reads in EF (Table 3).

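The carbonic anhydrase cahz (g3437), which speeds the exchange between CO_2_ and bicarbonate, had a relative expression value of 1310 ± 1012 (SD, n = 5) in SC and 5909 ± 2092 (SD, n = 6) in EF. Its log2 fold change was 2.11 (SE 0.58, edgeR adjusted p = 0.0307). Of 30 acid-base transport transcripts tested, 2 were higher and 1 lower in EF than in SC by edgeR (2 and 1 adjusted over the list alone). Over the acid-base transport list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -2.68, and with controls 6, 9 and 12 alone 2 were higher and 1 lower in EF. For cahz (g3437) in EF, the call was lost without EF 2, 4, 5 or 6 (edgeR adjusted p = 0.0571 to 0.0668). From the elevated transcription of glycolytic enzymes, in particular of lactate dehydrogenase, together with that of gtr1, s39a4 and cahz, the paper proposes that glycolysis was stimulated to acidify the blood and so to drive gas secretion by way of the Root effect.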

**Table 3:** Selection of DEGs in EF, ED, and DED assigned to the term ‘metabolic process’, and the relative expression value of the respective genes detected in control groups SC and SD.

Metabolic processes	SC	EF	ED	SD	DED
	relative expression value	fold change	fold change	relative expression value	fold change
**Glucose-Bisphosphat Synthase**					
*pgm2l (2x)*	105–1655	↑ (1/2)	↑	100–925	↑
**Phosphoglucomutase**					
*pgm (3x)*	5	↑ (1/3)	↑ (1/3)	10–965	↑
**6-Phosphofructo-2-Kinase**					
*f263*	700	↑	-	-	-
**Glycerol-3-Phosphate Dehydrogenase**					
*gpda (3x)*	185–3000	↑ (1/3)	↑	255–4105	↑
**Pyruvate Kinase**					
*kpyk (5x)*	10–800	↑ (2/5)	↑ (4/5)	120–4770	↑
**Lactate Dehydrogenase**					
*ldha (4x)*	470–860	↑↑ (1/4)	↑ (2/4) - ↑↑ (1/4)	750–30730	↑
**Glycogen Phosphorylase**					
*pygl (2x)*	5–115	↑ (1/2) - ↑↑ (1/2)	↑↑ (1/2)	5	↑ (1/2)
*pygm (3x)*	5–20	↑↑ (1/3)	↓ (2/3)	5–90	↓
**Mitochondrial NADH Dehydrogenase**					
*ndus2 (3x)*, *ndus3 (3x)*, *ndus4*, *nduv1 (2x)*	50–355	↓ (2/9)	↑ (3/9)	15–180	↑
**Carbonic Anhydrase**					
*cahz*, *cah9*	1160–1310	↑ (1/2)	↑ (1/2)	1055–13215	↑
*cah12*	90	-	↓	60	↓
**Hexokinase**					
*hxk1 (2x)*, *hxk4*	5–465	-	↓ (2/3)	5–13020	↑ (1/3) - ↓ (2/3)
*hxk2 (3x)*	< 5–40	-∞	↑	15–70	↑

Arrows indicate increased (upwards) or decreased (downwards) expression values; a single arrow indicates up to 10-fold elevation/reduction, two arrows indicate more than 10-fold elevation/reduction. Numbers in brackets give the number of transcripts for the respective gene. If two numbers are listed, the first number represents the number of significantly affected transcripts.

Within ED 3,724 genes were differentially expressed and 1,253 (= 33%) of these genes were down-regulated. 

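In ED, several enzymes of the tricarboxylic acid cycle stood above SC. Aconitase acon (g30951) and the oxoglutarate dehydrogenases odo1 (g28813) and odo1 (g30781) had log2 fold changes of 2.10 (SE 0.60), 2.08 (SE 0.53) and 2.69 (SE 0.58) (n = 8 and 5, edgeR adjusted p = 0.0285 or lower). Of 32 tricarboxylic acid cycle transcripts tested, 9 were higher and 0 lower in ED than in SC by edgeR (12 and 0 adjusted over the list alone), with 0 lower at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom. The tricarboxylic acid cycle in ED had a camera adjusted p = 0.00107 toward higher values (adjusted p = 0.853 with an estimated correlation, 4.49e-06 with controls 6, 9 and 12 alone). Over the tricarboxylic acid cycle list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -1.13, and with controls 6, 9 and 12 alone 12 were higher and 0 lower in ED. Of 3091 tested transcripts annotated with a metabolic process, edgeR called 462 in ED, 247 higher and 215 lower. Over all transcripts it called 3827 of 24456, a similar share. At an unadjusted p under 0.05 there were 974 with a metabolic process, or 12.2% of all ED transcripts past that threshold, as in EF.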

The percentage of genes involved in ‘metabolic processes’ was even higher (13.9%) as compared with EF. Focusing on genes related to ‘energy metabolism’, significant differences were detected as compared with the changes observed in EF. 

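Several glycolytic transcripts lay above SC in ED. Phosphoglucomutase pgm1 (g43085), which feeds glucose units from glycogen into glycolysis, enolase enoa (g45923) and pgk1 (g37721) had log2 fold changes of 2.46 (SE 0.67), 2.20 (SE 0.38) and 2.15 (SE 0.42) (n = 8 and 5, edgeR adjusted p = 0.0222 or lower). The glycogen synthase gys2 (g411) had 5.63 (SE 1.04, edgeR adjusted p = 0.00272) and the UDP-glucose forming ugpa (g42381) 2.02 (SE 0.39, edgeR adjusted p = 0.00336). Of 72 glycolytic transcripts tested, 25 were higher and 2 lower in ED than in SC by edgeR (28 and 3 adjusted over the list alone). Glycolysis in ED had a camera adjusted p = 0.000353 toward higher values (adjusted p = 0.853 with an estimated correlation, 6.80e-07 with controls 6, 9 and 12 alone). Of 45 glycogen metabolism transcripts tested, 8 were higher and 1 lower in ED than in SC by edgeR (10 and 1 adjusted over the list alone). With controls 6, 9 and 12 alone, 28 were higher and 4 lower among glycolytic transcripts in ED. Of 74 glycolytic transcripts tested, 16 were higher and 4 lower in ED than in EF by edgeR (22 and 6 adjusted over the list alone).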

48 of a total of 56 ‘energy metabolism’ related genes were elevated in ED. In contrast to EF, hexokinase-1 (*hxk1*) was reduced in ED, but the relative expression values of 3 isoforms of hexokinase-2 (*hxk2*) were about 5-fold elevated as compared with silver control eels. 

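Hexokinase hxk2 (g37176), which phosphorylates glucose as it enters the cell, had a relative expression value of 13.5 ± 11.0 (SD, n = 5) in SC and 75.1 ± 42.0 (SD, n = 8) in ED, a log2 fold change of 2.28 (SE 0.61, edgeR adjusted p = 0.0203), and hxk2 (g38301) and hxk2 (g45391) had 1.895 (SE 0.54, edgeR adjusted p = 0.0267) and 2.08 (SE 0.63, edgeR adjusted p = 0.035). The most abundant hxk2 transcript in ED and SC, hxk2 (g14651), had 1231 ± 764 (SD, n = 5) in SC and 1095 ± 603 (SD, n = 8) in ED, a log2 fold change of -0.28 (SE 0.45, edgeR adjusted p = 0.703), not a call. For hxk1 (g10455) the value was 465 ± 324 (SD, n = 5) in SC and 99.8 ± 29.4 (SD, n = 8) in ED, a log2 fold change of -2.27 (SE 0.37, edgeR adjusted p = 0.00111). The most abundant hxk1 transcript in ED and SC, hxk1 (g20729), had 9934 ± 6461 (SD, n = 5) in SC and 28735 ± 11259 (SD, n = 8) in ED, a log2 fold change of 1.46 (SE 0.47, edgeR adjusted p = 0.0437). In EF, hxk1 (g10455) had -1.003 (SE 0.42, edgeR adjusted p = 0.115), and edgeR called 0 of 6 hxk2 transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 and 0 by limma voom, 0 and 1 with controls 6, 9 and 12 alone). Directly compared, ED lay above EF by 2.80 (SE 0.47, edgeR adjusted p = 0.000372) in hxk2 (g38301) and hxk1 (g10455) had a difference of -1.29 (SE 0.33, edgeR adjusted p = 0.0101). For hxk2 (g38301) in ED, the call was lost without control 9 (edgeR adjusted p = 0.0522). For hxk2 (g45391) in ED, the call was lost without ED 1, 3, 4, 5 or 6 or controls 2, 3, 9 or 12 (edgeR adjusted p = 0.0515 to 0.0694), the fold difference of 4.22 moved to 6.39 without control 6 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.106. For hxk1 (g20729) in ED, the call was lost without ED 1, 2, 3, 4, 5, 6 or 7 or controls 2, 3 or 9 (edgeR adjusted p = 0.0568 to 0.0838) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.074.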

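Pyruvate kinase, the last ATP-forming step of glycolysis, was higher in ED in 4 of 7 tested kpyk transcripts. Log2 fold changes were 3.21 (SE 0.52) for kpyk (g45545), 2.72 (SE 0.58) for kpyk (g35672) and 1.94 (SE 0.53) for kpyk (g31103) (n = 8 and 5, edgeR adjusted p = 0.0226 or lower), and the same transcripts were above EF by 3.18 (SE 0.46), 2.41 (SE 0.48) and 1.64 (SE 0.43) (edgeR adjusted p = 0.012 or lower). The transcript pgm2l (g45970) had 3.15 (SE 0.61, edgeR adjusted p = 0.00359), gpda (g33299) 2.45 (SE 0.45, edgeR adjusted p = 0.00266) and the more abundant gpda (g28508) 1.57 (SE 0.44, edgeR adjusted p = 0.026). Of 5 gpda transcripts tested in ED, edgeR called 3 higher and 1 lower. In ED, ldha (g42164) had a relative expression value of 413 ± 408 (SD, n = 5) in SC and 5272 ± 2157 (SD, n = 8) in ED and ldha (g34501) of 374 ± 386 (SD, n = 5) in SC and 2761 ± 1106 (SD, n = 8) in ED, log2 fold changes of 3.61 (SE 0.55, edgeR adjusted p = 0.00070) and 2.82 (SE 0.53, edgeR adjusted p = 0.00289). The transcript ldha (g3489) had 1.38 (SE 0.33, edgeR adjusted p = 0.0115). The most abundant ldha transcript in ED and SC, ldha (g20331), had 31008 ± 31708 (SD, n = 5) in SC and 76553 ± 27079 (SD, n = 8) in ED, a log2 fold change of 1.20 (SE 0.57, edgeR adjusted p = 0.152), not a call. For pyruvate kinase, kpyk (g38706), the most abundant in ED and SC, had 1.37 (SE 0.55, edgeR adjusted p = 0.0969), not a call. Between ED and EF, ldha (g42164) differed by -0.14 (SE 0.37, edgeR adjusted p = 0.838), not a call. For gpda (g28508) in ED, the call was lost without ED 4 or controls 3 or 9 (edgeR adjusted p = 0.0513 to 0.0543) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0753. For ldha (g42164) in ED, the fold difference of 12.2 moved to 21.7 without control 6. For ldha (g34501) in ED, the fold difference of 7.08 moved to 13.1 without control 6.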

Similar to EF, the relative expression values of the glycolytic enzymes *pgm2l*, *kpyk*, and *gpda* were elevated, and lactate dehydrogenase DEGs were also 7.4 and 12.8-fold elevated. Also, mitochondrial genes *ndus2*, *ndus4*, and *nduv1* were elevated, which was not observed in EF. 

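The complex I transcripts ndus2 (g33924) and nduv1 (g44371) had relative expression values of 22.9 ± 16.1 (SD, n = 5) in SC and 92.3 ± 28.9 (SD, n = 8) in ED, and of 45.3 ± 19.1 (SD, n = 5) in SC and 179.6 ± 40.8 (SD, n = 8) in ED. The log2 fold change of ndus2 (g33924) was 2.08 (SE 0.43, edgeR adjusted p = 0.00533). In ED edgeR called 0 of 1 ndus4 transcripts (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2, 1 and 0 by limma voom, 1 and 0 with controls 6, 9 and 12 alone). Of 48 complex I transcripts tested, 3 were higher and 5 lower in ED than in SC by edgeR (5 and 8 adjusted over the list alone). Of 51 other respiratory chain and ATP synthase transcripts tested, 1 was higher and 3 lower in ED than in SC by edgeR (1 and 1 adjusted over the list alone). With controls 6, 9 and 12 alone, 19 were higher and 1 lower for complex I and 23 were higher and 0 lower for the other complexes. Compared directly with EF, 21 complex I transcripts were higher in ED and 0 lower (35 and 0 adjusted over the list alone; lower by an unadjusted p under 0.05 0, by DESeq2 0, by limma voom 0). Complex I in ED over EF had a camera adjusted p = 2.15e-14 toward higher values (adjusted p = 0.44 with an estimated correlation).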

Carbonic anhydrase (*cahz*) was highly expressed and increased from 1,158 to 7,451 corrected reads in ED, while *cah12* was reduced in expression (Table 3). 

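In ED, cahz (g3437) had a relative expression value of 1159 ± 906 (SD, n = 5) in SC and 7451 ± 4576 (SD, n = 8) in ED, a log2 fold change of 2.62 (SE 0.64, edgeR adjusted p = 0.0134). Between ED and EF it differed by 0.50 (SE 0.49, edgeR adjusted p = 0.516), not a call. The membrane-bound carbonic anhydrase cah12 (g13210) was lower, with 88.5 ± 79.4 (SD, n = 5) in SC and 12.2 ± 13.3 (SD, n = 8) in ED, a log2 fold change of -2.77 (SE 0.71, edgeR adjusted p = 0.0175). In EF too, edgeR called the 1 tested cah12 transcript lower, so this reduction was not particular to ED. The ammonium transporter rhag (g18135), which is in the list of erythrocyte markers and not in the acid-base list, was higher, at 2.53 (SE 0.63, edgeR adjusted p = 0.015). Of 30 acid-base transport transcripts tested, 3 were higher and 1 lower in ED than in SC by edgeR (3 and 1 adjusted over the list alone). For cah12 (g13210) in ED, the fold difference of 6.82 moved to 10.6 without ED 2 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0503. From the elevation of hxk2, vdac and mitochondrial NADH dehydrogenase and the reduction of cah12, the paper proposes that metabolism in the damaged tissue changed with its thickening and longer diffusion distances rather than for acid production.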

Similar to ED, in DED elevated transcript levels for several glycolytic enzymes were detected, but *ldha* and *pygl* were less affected compared with ED (Table 3). Remarkable was the elevation of *ndus* and *nduv* transcripts in DED, which even exceeded the elevation detected in ED, and which was reduced in EF. Similar to ED, *hxk2* was elevated in DED.

### Membrane transport

To assess DEGs coding for proteins associated with membrane transport, the description of DEGs was searched for the terms ‘ion transport’, ‘membrane transport’, ‘channel’, and ‘ATPase’, whereby the term ‘ATPase’ was restricted to membrane bound ATPases. Table 4 shows a selection of the DEGs identified this way. 

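Glucose transporter gtr1 (g42351), which carries glucose across the cell membrane, had a relative expression value of 3.53 ± 3.37 (SD, n = 5) in SC and 368 ± 139 (SD, n = 6) in EF, a log2 fold change of 6.38 (SE 0.66, edgeR adjusted p = 0.000157), and in ED 5.48 (SE 0.63, edgeR adjusted p = 7.29e-05). For gtr1 (g33569) the log2 fold changes were 2.24 (SE 0.66, edgeR adjusted p = 0.040) in EF and 2.30 (SE 0.62, edgeR adjusted p = 0.0216) in ED. The most abundant gtr1 transcript in EF and SC, gtr1 (g18545), had 38963 ± 10275 (SD, n = 5) in SC and 53808 ± 23070 (SD, n = 6) in EF, a log2 fold change of 0.40 (SE 0.44, edgeR adjusted p = 0.565), not a call. In ED, gtr1 (g18545) had 0.09 (SE 0.38, edgeR adjusted p = 0.895). The fructose transporter gtr5 (g13449) had 4104 ± 6201 (SD, n = 5) in SC and 108 ± 114 (SD, n = 6) in EF, a log2 fold change of -5.36 (SE 1.02, edgeR adjusted p = 0.00691), while gtr5 (g21637) was higher in ED at 2.61 (SE 0.66, edgeR adjusted p = 0.0153). In EF edgeR called 1 of 1 gtr8 transcripts lower and 0 of 4 mot1 transcripts (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2, 0 and 1 by limma voom, 0 and 1 with controls 6, 9 and 12 alone), and transcripts of gtr9 and gtr12 had too few counts to be tested. Of 28 glucose and lactate transport transcripts tested, 2 were higher and 2 lower in EF than in SC by edgeR (3 and 2 adjusted over the list alone). Of 28 glucose and lactate transport transcripts tested, 5 were higher and 2 lower in ED than in SC by edgeR (5 and 5 adjusted over the list alone). The list's median and mean log2 fold changes were 0.05 and -0.06 in EF, -0.36 and 0.04 in ED, and camera pointed downward in both without a call. For gtr1 (g33569) in EF, the call was lost without any 1 of the 6 EF libraries or controls 2 or 9 (edgeR adjusted p = 0.0533 to 0.0817). For gtr5 (g13449) in EF, the fold difference of 41.2 moved to 67.2 without EF 3 and 12.9 without control 3.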

Among transcripts coding for membrane proteins transporting glucose or lactate, DEGs of *gtr5*, *9*, and *12* as well as of monocarboxylate transporter 1 (*mot1*) were reduced in EF, while DEGs of *gtr1* were elevated in EF and in ED. The by far highest relative expression values for the genes were detected for *gtr1* and *gtr5*. Monocarboxylate transporter 13 (*mot13*) was elevated in expression in ED, while *mot8* was reduced.

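For mot13 (g2057), a transporter of the family that moves lactate and related acids, the relative expression value was 102 ± 78.5 (SD, n = 5) in SC and 375 ± 154 (SD, n = 8) in ED, a log2 fold change of 1.78 (SE 0.50, edgeR adjusted p = 0.0244). In EF the same transcript had 1.57 (SE 0.51, edgeR adjusted p = 0.055), and ED over EF 0.20 (SE 0.38, edgeR adjusted p = 0.765), neither of them a call. In ED edgeR called 0 of 1 mot8 transcripts (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2, 0 and 1 by limma voom, 0 and 1 with controls 6, 9 and 12 alone).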

**Table 4:** Selection of DEGs in EF, ED, and DED assigned to the term ‘membrane transport’, and the relative expression value of the respective genes detected in control groups SC and SD.

Membrane transport	SC	EF	ED	SD	DED
	relative expression value	fold change	fold change	relative expression value	fold change
**Membrane proteins transporting glucose or lactate**					
*gtr1 (4x)*	5–240	↑ (1/4) - ↑↑ (1/4)	↓↓ (1/4) - ↑ (1/4) - ↑↑ (2/4)	5–260	↑ (1/4) - ↑↑ (2/4) - ↓ (1/4)
*gtr5*	4105	↓↓	-	30	↑
*gtr8*, *gtr11*	-	-	-	40–590	↑ (1/2) - ↓ (1/2)
*gtr9 (2x)*, *gtr12 (2x)*	< 5–15	↑ (1/4) - ↓ (2/4)	-	5–30	↑ (2/4) - ↓ (2/4)
**Monocarboxylate Transporter**					
*mot1*, *mot6*, *mot8*, *mot13*	5–100	↓ (1/4) - ↓↓ (1/4)	↑ (1/4) - ↓ (1/4)	125–385	↑ (1/4) - ↓ (2/4)
*mot2*, *mot7 (2x)*, *mot9*	-	-	-	90–330	↓
**Na+/K+-ATPase subunit α**					
*at1a (7x)*	0–100	↑↑ (1/7) - ∞ (2/7)	↑ (3/7) - ↑↑ (1/7) - ∞ (2/7)	20–5880	↑ (4/7) - ↑↑ (1/7) - ↓ (2/7)
**Na+/K+-ATPase subunit β**					
*nkai*	< 5	↑	↑	< 5	↑
**Ca2+ ATPase**					
*at2b (5x)*	< 5–15	↑ (2/5) - ↑↑ (1/5)	↑ (2/5) - ↑↑ (3/5)	5–80	↑ (3/5) - ↑↑ (1/5)
**V-type ATPase**					
*vatb*, *vat2b*	20–270	↓ (1/2)	↓	30–280	↓ (1/2) - ↓↓ (1/2)
*vatl (2x)*	50	↓ (1/2)	↑ (1/2)	40–90	↑
**Zinc transporter**					
*s39a4*. *s39a5*, *s39a6*, *s39aa*, *s39ad*	< 5–765	↑ (2/5) - ↓ (1/5)	↑ (1/5)	10–1035	↑ (3/5) - ↓ (1/5)
*znt1 (2x)*, *znt2*, *znt6*	5	↓ (1/4)	↑ (2/4) - ↓↓ (1/4)	5–115	↑ (2/4) - ↓ (1/4)
**Purinoreceptor**					
*p2rx1*, *p2rx3*, *p2rx4*	< 5–615	↑ (1/3)	↓ (1/3)	120–615	↑ (1/3) - ↓ (1/3)
*p2rx5*	400	↑	↑	155	↑↑
**Chloride intracellular channel protein**					
*clic2*	-	-	-	1385	↓
*clic4 (2x)*	5–10	↑↑	↑	10–20	↑
**Sodium-hydrogen exchangers**					
*sl9a5*, *sl9a7*, *sl9a8*	> 800	-	-	175	↑ (1/3)
**Voltage-dependent anion-selective channel protein**					
*vdac2 (3x)*, *vdac3 (2x)*	< 5–990	-	↑ (1/5) - ↑↑ (1/5)	5–15420	↑ (4/5) - ↑↑ (1/5)
**Ca2+ channel**					
*ca2d (3x)*	10–30	-	↓ (2/3)	10–150	↓
**Sodium Channel**					
*scn8a*, *scn1b*, *scn4b*	< 5–30	-	↓ (1/3)—-∞ (1/3)	95–170	↓ (2/3)

Arrows indicate increased (upwards) or decreased (downwards) expression values; a single arrow indicates up to 10-fold elevation/reduction, two arrows indicate more than 10-fold elevation/reduction. Numbers in brackets give the number of transcripts for the respective gene. If two numbers are listed, the first number represents the number of significantly affected transcripts.

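The sodium pump subunit at1a1 (g43721) had relative expression values of 97.4 ± 73.1 (SD, n = 5) in SC and 1661 ± 413 (SD, n = 6) in EF, log2 fold changes of 4.00 (SE 0.57, edgeR adjusted p = 0.00132) in EF and 4.36 (SE 0.56, edgeR adjusted p = 0.00017) in ED. The related subunit at1a2 (g42071) had no count in SC and was at least 38.0-fold higher in EF and at least 26.7-fold higher in ED. In ED the pump subunits at1a1 (g20531), at1a1 (g30151) and at1a3 (g13768) were higher too, at 1.71 (SE 0.40), 2.35 (SE 0.49) and 2.29 (SE 0.44) (edgeR adjusted p = 0.010 or lower). The most abundant pump transcript, at1a1 (g17727), had -0.45 (SE 0.48, edgeR adjusted p = 0.541) in EF and 0.61 (SE 0.44, edgeR adjusted p = 0.351) in ED, not calls. For the calcium pump, at2b3 (g44553) and at2b2 (g44922) had 2.88 (SE 0.73, edgeR adjusted p = 0.0164) and 3.29 (SE 0.58, edgeR adjusted p = 0.00205) in ED, and in EF edgeR called 1 of 5 at2b3 transcripts higher (2 higher and 0 lower with controls 6, 9 and 12 alone), at2b3 (g35272) at 2.64 (SE 0.74, edgeR adjusted p = 0.0343). Of 18 Na+/K+-ATPase transcripts tested, 3 were higher and 1 lower in EF than in SC by edgeR (4 and 1 adjusted over the list alone). Of 17 Na+/K+-ATPase transcripts tested, 5 were higher and 1 lower in ED than in SC by edgeR (5 and 1 adjusted over the list alone). Of the pump-interacting nkai1 the 1 tested transcript was not called, with 0 calls in EF and 0 in ED by edgeR, 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom. For at2b3 (g35272) in EF, the call was lost without any 1 of the 6 EF libraries or controls 9 or 12 (edgeR adjusted p = 0.0555 to 0.0728) and the fold difference of 6.23 moved to 11.6 without control 6. For at2b2 (g44922) in ED, the fold difference of 9.75 moved to 17.0 without control 6.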

Several relative expression values of Na^+^/K^+^-ATPase subunits (*at1a*, *nkai*) and also of plasma membrane Ca^2+^ ATPase (*at2b*) were significantly elevated in the comparisons EF and ED. Surprisingly, two DEGs coding for V-type ATPase (*vatb2* and *vatl*) were down-regulated in EF, but the relative expression value of additional 22 transcripts encoding for V-type proton ATPase were not significantly modified at the end of the exercise protocol. 

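The proteolipid vatl (g34358) of the V-type ATPase, which pumps protons across membranes, had a relative expression value of 49.4 ± 21.5 (SD, n = 5) in SC and 7.46 ± 3.47 (SD, n = 6) in EF, a log2 fold change of -2.71 (SE 0.50, edgeR adjusted p = 0.00554), and vatb2 (g15039) had -1.12 (SE 0.31, edgeR adjusted p = 0.0326). The more abundant vatl (g15701) had -1.17 (SE 0.41, edgeR adjusted p = 0.0709), not a call. A subunit of its membrane part, vpp1 (g7390), was higher at 1.48 (SE 0.40, edgeR adjusted p = 0.0302). Of 38 V-type ATPase transcripts tested, 1 was higher and 12 lower in EF than in SC by edgeR (1 and 14 adjusted over the list alone). The V-type ATPase in EF had a camera adjusted p = 0.0237 toward lower values (adjusted p = 0.745 with an estimated correlation, 0.102 with controls 6, 9 and 12 alone). The domain that splits ATP was over-represented among EF calls, with 8 of 16 transcripts called, all lower (Fisher's exact test, adjusted p = 0.0124), but not with controls 6, 9 and 12 alone, where 5 of 17 were called (Fisher's exact test, adjusted p = 0.803). Over the V-type ATPase list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of 0.60, and with controls 6, 9 and 12 alone 1 was higher and 7 lower in EF. For vatb2 (g15039) in EF, the call was lost without any 1 of the 6 EF libraries or control 12 (edgeR adjusted p = 0.0629 to 0.0751).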

In ED, *vatb2* was also reduced, but the relative expression values of a transcript of a 16 kD proteolipid subunit (*vatl*) were elevated. 

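In ED, vatl (g34358) had a relative expression value of 43.3 ± 18.8 (SD, n = 5) in SC and 107 ± 27.4 (SD, n = 8) in ED, a log2 fold change of 1.29 (SE 0.37, edgeR adjusted p = 0.0267). Against EF it was higher in ED by 3.96 (SE 0.40, edgeR adjusted p = 1.55e-06). The transcript vatb2 (g15039) had -0.67 (SE 0.34, edgeR adjusted p = 0.177) in ED, and the related vatb had 1 of 5 transcripts lower. Of 38 V-type ATPase transcripts tested, 1 was higher and 4 lower in ED than in SC by edgeR (1 and 4 adjusted over the list alone). For vatl (g34358) in ED, the call was lost without ED 6 or controls 6 or 9 (edgeR adjusted p = 0.0509 to 0.0661).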

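The zinc importer s39a4 (g13239) had a relative expression value of 765 ± 533 (SD, n = 5) in SC and 3227 ± 1947 (SD, n = 6) in EF, a log2 fold change of 2.03 (SE 0.63, edgeR adjusted p = 0.0464). The ATP-gated cation channel p2rx5 (g18349) had 400.1 ± 276 (SD, n = 5) in SC and 1218 ± 254 (SD, n = 6) in EF, with 1.58 (SE 0.45, edgeR adjusted p = 0.0369). A further channel of this family, p2rx4 (g18035), had 1.31 (SE 0.36, edgeR adjusted p = 0.0319). For s39a4 (g13239) in EF, the call was lost without EF 2, 3, 4, 5 or 6 or controls 2, 3, 9 or 12 (edgeR adjusted p = 0.0563 to 0.0931) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.116. For p2rx5 (g18349) in EF, the call was lost without any 1 of the 6 EF libraries or control 12 (edgeR adjusted p = 0.056 to 0.0786). For p2rx4 (g18035) in EF, the call was lost without any 1 of the 6 EF libraries (edgeR adjusted p = 0.0534 to 0.0681).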

A zinc transporter (*s39a4*) was elevated in EF, and also a ligand-gated ion channel with relatively high calcium permeability (*p2rx5* purinoceptor) was highly expressed and the relative expression value even increased. In ED, a transcript of the purinoceptor *p2rx1* was down-regulated, whereas *p2rx5* was up-regulated. 

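For p2rx1 (g10380) the relative expression value was 617 ± 159 (SD, n = 5) in SC and 146 ± 63.4 (SD, n = 8) in ED, a log2 fold change of -2.12 (SE 0.37, edgeR adjusted p = 0.00178), and the difference of ED over EF was -1.98 (SE 0.31, edgeR adjusted p = 0.000186). The transcript p2rx5 (g18349) had 349.9 ± 240.5 (SD, n = 5) in SC and 1744 ± 994 (SD, n = 8) in ED, a log2 fold change of 2.29 (SE 0.52, edgeR adjusted p = 0.0095), and p2rx4 (g18035) had 1.35 (SE 0.37, edgeR adjusted p = 0.0221).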

Several transcripts of chloride intracellular channel protein 4 (*clic4*) were highly elevated in EF and ED. 

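All 3 tested clic4 transcripts, which code for a chloride channel protein found in the cytosol and in membranes, were higher in EF, with log2 fold changes of 3.38 (SE 0.61) for clic4 (g37187), 3.55 (SE 0.61) for clic4 (g37227) and 3.48 (SE 0.61) for clic4 (g41516) (n = 6 and 5, edgeR adjusted p = 0.00498 or lower). In ED, clic4 (g37187) and clic4 (g41516) had 2.85 (SE 0.63, edgeR adjusted p = 0.00826) and 2.40 (SE 0.68, edgeR adjusted p = 0.026), and clic4 (g37227) had 1.33 (SE 0.58, edgeR adjusted p = 0.12), not a call. The log2 difference of ED over EF in clic4 (g37227) was -2.23 (SE 0.44, edgeR adjusted p = 0.00149). Levels were low in SC, where the relative expression value of clic4 (g37187) was 4.46 ± 2.73 (SD, n = 5). For clic4 (g41516) in ED, the call was lost without ED 3 (edgeR adjusted p = 0.0516) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0595.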

Relative expression values of a voltage-dependent anion-selective channel protein (*vdac*) were elevated from 988 to 2,624 in ED, but this elevation was not observed in EF. 

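The channel vdac3 (g20423), which passes anions through the outer mitochondrial membrane, had a relative expression value of 988 ± 280.3 (SD, n = 5) in SC and 2625 ± 827 (SD, n = 8) in ED, a log2 fold change of 1.36 (SE 0.33, edgeR adjusted p = 0.012). In EF it had 1128 ± 324 (SD, n = 5) in SC and 844 ± 288 (SD, n = 6) in EF, with -0.47 (SE 0.32, edgeR adjusted p = 0.332), and ED lay above EF by 1.80 (SE 0.28, edgeR adjusted p = 0.000188). In ED edgeR also called 2 of 3 vdac2 transcripts higher (1 higher and 0 lower with controls 6, 9 and 12 alone), while the far more abundant vdac2 (g11803) had -0.75 (SE 0.55, edgeR adjusted p = 0.355) in ED and -1.62 (SE 0.60, edgeR adjusted p = 0.0824) in EF, not calls.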

In ED, a voltage dependent Ca^2+^ channel (*ca2d2*) and a sodium channel (*scn1b*, *scn8a*) were significantly reduced in their relative expression value. 

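The calcium channel subunit ca2d2 (g1584) had a relative expression value of 31.2 ± 21.1 (SD, n = 5) in SC and 7.55 ± 6.37 (SD, n = 8) in ED, a log2 fold change of -2.01 (SE 0.59, edgeR adjusted p = 0.0302). Transcripts of scn8a had too few counts to be tested. For ca2d2 (g1584) in ED, the call was lost without ED 1, 2, 4, 5, 6 or 7 or controls 2, 6 or 9 (edgeR adjusted p = 0.0501 to 0.0658).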

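In ED, s39a4 (g13239), which carries zinc into the cell, had a relative expression value of 674 ± 468 (SD, n = 5) in SC and 3668 ± 1701 (SD, n = 8) in ED, a log2 fold change of 2.38 (SE 0.53, edgeR adjusted p = 0.00813). Against EF it differed by 0.35 (SE 0.48, edgeR adjusted p = 0.663), not a call.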

As in EF, the highly expressed zinc transporter (*s39a4*) was significantly elevated in ED. On the other hand, the expression changes of several additional zinc transporters (*znt1*, *znt2*, *znt6*, *s39a5*, *s39aa*) expressed at low level (i.e. below 50 copies) were either elevated or reduced in their relative expression value in ED, without revealing a clear trend. 

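The zinc exporter znt1 (g39353) and znt1 (g43911) were higher in ED, at log2 fold changes of 1.75 (SE 0.46, edgeR adjusted p = 0.0185) and 1.99 (SE 0.51, edgeR adjusted p = 0.0167), from relative expression values of 4.37 ± 2.99 and 3.65 ± 2.63 (SD, n = 5) in SC. The most abundant znt1 transcript in ED and SC, znt1 (g16960), had 98.1 ± 34.7 (SD, n = 5) in SC and 102 ± 16.5 (SD, n = 8) in ED, a log2 fold change of -0.01 (SE 0.32, edgeR adjusted p = 0.986), not a call. Another zinc importer, s39ad (g8409), was lower at -1.84 (SE 0.40, edgeR adjusted p = 0.00708).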

For each of the sodium-hydrogen exchangers 5, 7, and 8 (*sl9a5*, *sl9a7*, *sl9a8*) more than 800 corrected reads were detected, but there was no difference between SC and EF. 

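The most abundant transcripts of the sodium-hydrogen exchangers, which move protons out of the cell, had no call in EF. Moderate changes are not excluded. In simulations of this comparison edgeR called 0% of 2-fold changes and 16% of 4-fold ones. Few transcripts were changed there, which makes the adjustment stricter than in the real data, so these shares are only a guide. For sl9a5 (g14626) the relative expression value was 3102 ± 2732 (SD, n = 5) in SC and 4723 ± 1317 (SD, n = 6) in EF, a log2 fold change of 0.55 (SE 0.66, edgeR adjusted p = 0.597). For sl9a7 (g13989) it was 930.1 ± 419.8 (SD, n = 5) in SC and 762 ± 116 (SD, n = 6) in EF, with -0.37 (SE 0.36, edgeR adjusted p = 0.505), and for sl9a8 (g10809) 816 ± 231.6 (SD, n = 5) in SC and 798 ± 259 (SD, n = 6) in EF, with -0.07 (SE 0.31, edgeR adjusted p = 0.90). Of 3 sl9a5, 2 sl9a7 and 1 sl9a8 transcripts tested, edgeR called 0 in EF, and 0 were found at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom.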

Several glucose transporter transcripts were affected in DED, but in contrast to EF one *gtr1* transcript was reduced in the relative expression level, and in particular *gtr5*, which was highly expressed and reduced in EF, was elevated in DED. In contrast to ED and to EF, several monocarboxylate transporter transcripts were reduced in DED. The increase in the relative expression values of voltage-dependent anion-selective channel protein (*vdac*) even exceeded the increase observed in ED. With respect to ion transport, the changes observed in DED mostly resembled the changes detected in ED.

### Intracellular signaling

A selection of DEGs related to intracellular signaling is presented in Table 5. Three DEGs of serine threonine-protein kinase (*sgk1*) were up to 5-fold elevated in EF and in ED. cAMP-dependent protein kinase type II-alpha regulatory subunit (*kap2*) was significantly elevated in the comparisons EF, ED, and DED, and *kap0* was elevated only in EF. 

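The kinase sgk1, which acts downstream of hormones on ion transport, was higher in 3 of 4 tested transcripts in EF and in 3 of 4 in ED, and with controls 6, 9 and 12 alone in 2 in EF and 0 in ED (3 with all controls at an unadjusted p under 0.05, 3 by DESeq2 and 3 by limma voom). The most abundant of them, sgk1 (g43179), had a relative expression value of 178 ± 150.1 (SD, n = 5) in SC and 905 ± 265 (SD, n = 6) in EF, a log2 fold change of 2.26 (SE 0.50, edgeR adjusted p = 0.0143), and in ED 2.30 (SE 0.59, edgeR adjusted p = 0.0165). The related sgk3 (g43259) had 2.09 (SE 0.48, edgeR adjusted p = 0.0168) in EF. The regulatory kinase subunit kap2 (g29334) had 1.74 (SE 0.46, edgeR adjusted p = 0.0267) in EF and 1.76 (SE 0.46, edgeR adjusted p = 0.0186) in ED. In EF edgeR called 0 of 3 kap0 transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 1 and 0 by limma voom, 1 and 0 with controls 6, 9 and 12 alone). Of 85 cAMP signalling transcripts tested, 6 were higher and 2 lower in EF than in SC by edgeR (6 and 0 adjusted over the list alone). Of 84 cAMP signalling transcripts tested, 6 were higher and 4 lower in ED than in SC by edgeR (3 and 1 adjusted over the list alone). Over the cAMP signalling list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -1.10, and with controls 6, 9 and 12 alone 7 were higher and 6 lower in EF and 3 were higher and 6 lower in ED. For sgk1 (g43179) in EF, the fold difference of 4.8 moved to 7.72 without control 12. For kap2 (g29334) in EF, the call was lost without EF 1, 3, 4, 5 or 6 (edgeR adjusted p = 0.0508 to 0.0638). For sgk1 (g43179) in ED, the fold difference of 4.93 moved to 8.01 without control 12 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0693.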

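The transcription factor atf1 (g37756), which binds cAMP response elements, had log2 fold changes of 2.69 (SE 0.41, edgeR adjusted p = 0.00179) in EF and 2.44 (SE 0.41, edgeR adjusted p = 0.00142) in ED, and atf4 (g43781), active in amino acid shortage, of 2.25 (SE 0.49, edgeR adjusted p = 0.0129) and 2.02 (SE 0.45, edgeR adjusted p = 0.00848). Relative expression values of atf4 (g43781) were 407 ± 264 (SD, n = 5) in SC and 2075 ± 256 (SD, n = 6) in EF. The most abundant atf4 transcript in EF and SC, atf4 (g12746), had 1737 ± 986 (SD, n = 5) in SC and 3089 ± 567 (SD, n = 6) in EF, a log2 fold change of 0.74 (SE 0.45, edgeR adjusted p = 0.272), not a call. The stress-induced atf3 (g11964) had 1.903 (SE 0.54, edgeR adjusted p = 0.0358) in EF and 1.64 (SE 0.68, edgeR adjusted p = 0.103) in ED, and the difference between ED and EF was -0.28 (SE 0.58, edgeR adjusted p = 0.782). For atf3 (g11964) in EF, the call was lost without EF 1, 2, 3, 5 or 6 or controls 2 or 6 (edgeR adjusted p = 0.0525 to 0.0831) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0622.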

In EF, 3 DEGs of cAMP-dependent transcription factors (*atf1*, *atf3*, *atf4*) were elevated, whereas in ED and in DED, solely *atf1* and *atf4* were elevated. 

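The regulatory subunit aakg2 (g35288) of AMP-activated kinase, a sensor of cellular energy, had relative expression values of 4.32 ± 5.01 (SD, n = 5) in SC and 88.7 ± 25 (SD, n = 6) in EF, and log2 fold changes of 4.09 (SE 0.70, edgeR adjusted p = 0.0038) in EF and 3.08 (SE 0.76, edgeR adjusted p = 0.0139) in ED. The most abundant aakg2 transcript in EF and SC, aakg2 (g8834), had 331 ± 182 (SD, n = 5) in SC and 456 ± 191 (SD, n = 6) in EF, a log2 fold change of 0.37 (SE 0.43, edgeR adjusted p = 0.585), not a call. The catalytic subunit aapk2 (g8672) had 69.3 ± 34.1 (SD, n = 5) in SC and 20.4 ± 12.3 (SD, n = 8) in ED, a log2 fold change of -1.81 (SE 0.52, edgeR adjusted p = 0.0286), and -0.68 (SE 0.45, edgeR adjusted p = 0.313) in EF. Of 3 tested transcripts of the other catalytic subunit, aapk1, edgeR called 1 lower in EF and 1 lower in ED. The difference between ED and EF in aapk2 (g8672) was -1.15 (SE 0.45, edgeR adjusted p = 0.0848). For aakg2 (g35288) in EF, the fold difference of 17.1 moved to 27.8 without control 12. For aakg2 (g35288) in ED, the fold difference of 8.44 moved to 13.7 without control 12. For aapk2 (g8672) in ED, the call was lost without ED 5 or 6 or control 6 (edgeR adjusted p = 0.0522 to 0.0712).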

The relative expression values of 5-AMP-activated protein kinase (AMPK) subunit gamma-2 (*aakg2*) were highly elevated in EF and ED, but the catalytic subunit (*aapk2*) was down-regulated in ED and in DED. 

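Of 9 tested transcripts of hif1a, the oxygen-regulated subunit of a hypoxia-inducible factor, 2 were higher and 1 lower in EF, and 2 higher in ED. The most abundant of those called, hif1a (g45825), had a relative expression value of 17.2 ± 19.9 (SD, n = 5) in SC and 97.2 ± 29.5 (SD, n = 6) in EF, a log2 fold change of 2.32 (SE 0.72, edgeR adjusted p = 0.0474), and in ED 2.02 (SE 0.65, edgeR adjusted p = 0.0437). In ED, hif1a (g34468) had 2.23 (SE 0.53, edgeR adjusted p = 0.0116). The most abundant hif1a transcript in EF and SC, hif1a (g6335), had 641 ± 55.4 (SD, n = 5) in SC and 775 ± 166 (SD, n = 6) in EF, a log2 fold change of 0.22 (SE 0.26, edgeR adjusted p = 0.596), not a call. A related factor, epas1 (g13322), had 2.51 (SE 0.53, edgeR adjusted p = 0.0111) in EF. Of 49 hypoxia signalling transcripts tested, 7 were higher and 1 lower in EF than in SC by edgeR (8 and 1 adjusted over the list alone). Of 51 hypoxia signalling transcripts tested, 9 were higher and 2 lower in ED than in SC by edgeR (9 and 3 adjusted over the list alone). Over the hypoxia signalling list, controls 2 and 3 differed from controls 6, 9 and 12 by a median log2 ratio of -0.95, and with controls 6, 9 and 12 alone 9 were higher and 3 lower in EF and 8 were higher and 0 lower in ED. For hif1a (g45825) in EF, the call was lost without any 1 of the 6 EF libraries or controls 2, 3, 6 or 12 (edgeR adjusted p = 0.0508 to 0.0938) and the fold difference of 5.0 moved to 8.6 without control 9. For hif1a (g45825) in ED, the call was lost without any 1 of the 8 ED libraries or controls 2, 3, 6 or 12 (edgeR adjusted p = 0.0506 to 0.079) and the fold difference of 4.06 moved to 7.07 without control 9.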

Noteworthy, the relative expression values of Hif-1α (*hif-1a*) were several-fold elevated in EF and ED, but in DED only one out of three transcripts was elevated in the relative expression level. 

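In EF the clotting protein vwf (g34236) of the vessel wall had a relative expression value of 293 ± 199.9 (SD, n = 5) in SC and 81.8 ± 30.3 (SD, n = 6) in EF, a log2 fold change of -1.93 (SE 0.44, edgeR adjusted p = 0.0169), and vwa1 (g42526), a matrix protein with the same domain, had 48.4 ± 29.8 (SD, n = 5) in SC and 4.44 ± 3.24 (SD, n = 6) in EF, with -3.50 (SE 0.63, edgeR adjusted p = 0.0047). The most abundant vwf transcript in EF and SC, vwf (g357), had 1199 ± 928 (SD, n = 5) in SC and 3725 ± 1187 (SD, n = 6) in EF, a log2 fold change of 1.56 (SE 0.54, edgeR adjusted p = 0.0645), not a call. In ED, vwf (g34236) and vwa1 (g42526) had -0.54 (SE 0.42, edgeR adjusted p = 0.384) and -0.16 (SE 0.46, edgeR adjusted p = 0.835), and ED lay above EF by 1.36 (SE 0.38, edgeR adjusted p = 0.0184) and 3.32 (SE 0.51, edgeR adjusted p = 0.000147). The transcript vwa1 (g38767) was lower in ED at -2.58 (SE 0.51, edgeR adjusted p = 0.00443).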

Transcripts of Von Willebrand factor (*vwa1*, *vwf*) were reduced in their relative expression value, but in EF the reduction by far exceeded the reductions seen in ED and DED. In contrast to EF, 5 independent transcripts of a 65 kDa serine threonine-protein phosphatase regulatory subunit (*2aaa*, *2aab*) were several-fold elevated in ED, and 4 in DED. 

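In ED the scaffold subunit 2aaa (g40842) of protein phosphatase 2A had a relative expression value of 36.8 ± 28.0 (SD, n = 5) in SC and 242 ± 119 (SD, n = 8) in ED, a log2 fold change of 2.60 (SE 0.59, edgeR adjusted p = 0.00901), and 2aab (g37439) had 12.9 ± 7.47 (SD, n = 5) in SC and 84.1 ± 38.5 (SD, n = 8) in ED, with 2.54 (SE 0.49, edgeR adjusted p = 0.00379). Per symbol, edgeR called 2 of 7 2aab transcripts higher (1 higher and 0 lower with controls 6, 9 and 12 alone) in ED and 0 of 7 2aab transcripts (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 by DESeq2, 0 and 2 by limma voom, 0 and 2 with controls 6, 9 and 12 alone) in EF. The most abundant 2aab transcript in ED and SC, 2aab (g26258), had 1211 ± 790 (SD, n = 5) in SC and 1214 ± 579.5 (SD, n = 8) in ED, a log2 fold change of -0.10 (SE 0.40, edgeR adjusted p = 0.888), not a call. Compared directly, ED exceeded EF by 1.64 (SE 0.46, edgeR adjusted p = 0.0176) in 2aaa (g40842) and by 1.62 (SE 0.38, edgeR adjusted p = 0.00604) in 2aab (g37439).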

MAP-kinase 1 (*m3k1*) was reduced in EF, in ED *m3k1* and *m3k3* were reduced. 

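In ED the kinase m3k1 (g19761), at the head of a MAP kinase cascade, had a relative expression value of 451 ± 132 (SD, n = 5) in SC and 139.8 ± 33.6 (SD, n = 8) in ED, a log2 fold change of -1.72 (SE 0.28, edgeR adjusted p = 0.00101), and m3k1 (g9196) had -1.73 (SE 0.31, edgeR adjusted p = 0.00222). The transcript m3k3 (g12699) had -1.80 (SE 0.38, edgeR adjusted p = 0.00615) and m3k3 (g496) -0.94 (SE 0.28, edgeR adjusted p = 0.0346). In EF, m3k1 (g19761) had -0.20 (SE 0.29, edgeR adjusted p = 0.675) and m3k3 (g496) -0.95 (SE 0.29, edgeR adjusted p = 0.0466), and edgeR called 0 of 4 m3k1 transcripts (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2, 0 and 0 by limma voom, 0 and 2 with controls 6, 9 and 12 alone). For m3k3 (g12699) in ED, the fold difference of 3.48 moved to 2.19 without control 3. For m3k3 (g496) in ED, the call was lost without ED 1, 2, 3, 6 or 7 or controls 3 or 12 (edgeR adjusted p = 0.0517 to 0.0843). For m3k3 (g496) in EF, the call was lost without any 1 of the 6 EF libraries or controls 3, 9 or 12 (edgeR adjusted p = 0.0545 to 0.105).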

Several MAP-kinase transcripts were reduced in DED, but two out of three *m3k7* transcripts were elevated, while a third transcript was reduced in the relative expression level. In ED, muscarinic Ach receptor (*acm2*) was down-regulated, while beta-4c-adrenergic receptor (*adb4c*) was elevated in ED and DED.

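The muscarinic receptor acm2 (g16231) had a relative expression value of 66.4 ± 19.1 (SD, n = 5) in SC and 22.2 ± 35.2 (SD, n = 8) in ED, a log2 fold change of -1.57 (SE 1.005, edgeR adjusted p = 0.289), not a call (0 of 1 transcripts lower at an unadjusted p under 0.05, 0 by DESeq2, 1 by limma voom). The adrenergic receptor adb4c (g6721) had 86.8 ± 57.8 (SD, n = 5) in SC and 290.3 ± 118 (SD, n = 8) in ED, a log2 fold change of 1.65 (SE 0.48, edgeR adjusted p = 0.0294). In EF it had 0.90 (SE 0.49, edgeR adjusted p = 0.223), and the difference between ED and EF was 0.75 (SE 0.39, edgeR adjusted p = 0.193). For adb4c (g6721) in ED, the call was lost without ED 5 or control 2 (edgeR adjusted p = 0.0526 to 0.0528) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0543.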

**Table 5:** Selection of DEGs in EF, ED, and DED assigned to the term ‘intracellular signaling’, and the relative expression value of the respective genes detected in control groups SC and SD.

Intracellular signaling	SC	EF	ED	SD	DED
	relative expression value	fold change	fold change	relative expression value	fold change
**Serine Threonine-Protein Kinase**					
*sgk1 (5x)*, *sgk3*	25–180	↑ (4/6)	↑ (4/6)	80–1150	↑ (5/6)
**cAMP-dependent Protein Kinase**					
*kap0*, *kap1*	5–40	↑ (1/2) - ↓↓ (1/2)	-	5	↓ (1/2)
*kap2 (2x)*	25	↑ (1/2)	↑ (1/2)	15–30	↑
**cAMP-dependent Transcription Factor**					
*atf1*, *atf3*, *atf4*	20–405	↑	↑ (2/3)	35–600	↑ (2/3)
**cAMP-responsive Element Binding Protein**					
*creb5*	35	↑	-	40	↑
**5-AMP-activated Protein Kinase Subunit Gamma**					
*aakg1*, *aakg2 (2x)*	5–15	↑ (1/3) - ↑↑ (1/3)	↑↑ (1/3)	5–10	↑ (2/3) - ↓ (1/3)
**5-AMP-activated Protein Kinase Catalytic Subunit**					
*aapk1*, *aapk2*	70	-	↓ (1/2)	75–270	↓
**Hif-1α**					
*hif1a (3x)*	5–15	↑	↑	10	↑ (1/3)
**Von Willebrand Factor**					
*vwa1 (2x)*	40–50	↓ (1/2) - ↓↓ (1/2)	↓ (1/2)	55	↓ (1/2)
*vwf*	295	↓	-	-	-
**Peroxisomal Proliferator-activated Receptor α-Interacting Complex**					
*pr285*	3715	↓	↓↓	3125	↓↓
**Peroxisomal Proliferator-activated Receptor**					
*ppar (3x)*	140	↑ (1/3)	-	10–20	↓ (2/3)
**Serine Threonine-Protein Phosphatase Regulatory Subunit**					
*2aa (5x)*	15–60	-	↑	20–110	↑ (4/5)
**MAP-Kinase**					
*m3k1 (3x)*, *m3k3*	10–1205	↓ (1/4)	↓ (3/4)	350–845	↓ (3/4)
*m3k4*, *m3k5 (2x)*, *m3k6 (2x)*, *m3k7 (3x)*, *m3k11*	-	-	-	5–820	↑ (3/9) - ↓ (6/9)
**Acethylcholin Receptor**					
*acm (3x)*, *abd4c*	65–85	-	↑ (1/4) - ↓ (1/4)	20–110	↑ (2/4) - ↓ (2/4)

Arrows indicate increased (upwards) or decreased (downwards) expression value; a single arrow indicates up to 10-fold elevation/reduction, two arrows indicate more than 10-fold elevation/reduction. Numbers in brackets give the number of transcripts for the respective gene. If two numbers are listed, the first number represents the number of significantly affected transcripts.

### Extracellular matrix

Searching for the term ‘extracellular matrix’ within the GO domain *cellular component* revealed a remarkable number of transcripts that were significantly modified in EF (Table 6). Transcripts of disintegrins (*ats1*, *ats2*, *ats3*, *ats13*, and *ats 15*), matrix metalloproteinase (*mmp19* and *mmp23*), collagen transcripts (*co2a*, *co4a*, *co6a*), transcripts of fibronectin (*finc*), of laminin (*lama*), and also of decorin (*pgs2*) showed significantly higher relative expression values. 

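Proteases that cut the matrix and the laminins that build the basement membrane were among the calls. The disintegrin-type proteases ats1 (g11275) and ats2 (g35280), the metalloproteinase mmp19 (g20203) and the laminin chain lama3 (g14031) had log2 fold changes of 1.50 (SE 0.34), 2.89 (SE 0.65), 2.56 (SE 0.59) and 4.71 (SE 0.65) in EF (n = 6 and 5, edgeR adjusted p = 0.0168 or lower). Relative expression values were 603 ± 237 (SD, n = 5) in SC and 1748 ± 395 (SD, n = 6) in EF, for ats1 (g11275), and 39.9 ± 26.5 (SD, n = 5) in SC and 252 ± 187 (SD, n = 6) in EF, for mmp19 (g20203). The most abundant lama3 transcript in EF and SC, lama3 (g14032), had 335 ± 102 (SD, n = 5) in SC and 1487 ± 734 (SD, n = 6) in EF, a log2 fold change of 2.09 (SE 0.38, edgeR adjusted p = 0.0054). Counted per symbol, edgeR called 1 of 4 ats3 transcripts higher (1 higher and 1 lower with controls 6, 9 and 12 alone), 1 of 1 ats13 transcripts higher, 1 of 2 ats15 transcripts higher (0 higher and 0 lower with controls 6, 9 and 12 alone) and 2 of 2 mmp23 transcripts higher (1 higher and 0 lower with controls 6, 9 and 12 alone). The collagens co2a1 (g13816) and co4a1 (g14783) had 3.90 (SE 0.71, edgeR adjusted p = 0.00516) and 3.54 (SE 0.77, edgeR adjusted p = 0.0129). In EF edgeR called 0 of 9 finc transcripts (4 higher and 0 lower at an unadjusted p under 0.05, 3 and 0 by DESeq2, 0 and 1 by limma voom, 1 and 1 with controls 6, 9 and 12 alone), which code for fibronectin, and, of decorin, 0 of 4 pgs2 transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 and 0 by limma voom). Of 89 transcripts under the symbols that the study lists, which were chosen on these libraries and so are not independent evidence, 23 were higher and 0 lower (27 and 0 adjusted over the list alone; lower at an unadjusted p under 0.05 0, by DESeq2 0, by limma voom 2). For co2a1 (g13816) in EF, the fold difference of 15.0 moved to 7.95 without EF 1. For co4a1 (g14783) in EF, the fold difference of 11.6 moved to 7.5 without EF 1.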

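The junction scaffold zo1 (g20817) had a relative expression value of 43.9 ± 24.5 (SD, n = 5) in SC and 167 ± 54.1 (SD, n = 6) in EF, a log2 fold change of 1.83 (SE 0.46, edgeR adjusted p = 0.0236), and in ED 2.28 (SE 0.65, edgeR adjusted p = 0.0273). The transcript zo1 (g30382) had 1.71 (SE 0.57, edgeR adjusted p = 0.0574) in EF and 2.07 (SE 0.61, edgeR adjusted p = 0.0314) in ED. The most abundant zo1 transcript in EF and SC, zo1 (g15042), had 549 ± 87.2 (SD, n = 5) in SC and 471 ± 67.5 (SD, n = 6) in EF, a log2 fold change of -0.28 (SE 0.25, edgeR adjusted p = 0.464), not a call. Per symbol, edgeR called 1 of 6 zo1 transcripts higher in EF and 2 of 6 zo1 transcripts higher (0 higher and 0 lower with controls 6, 9 and 12 alone) in ED. For zo1 (g20817) in EF, the call was lost without EF 1, 3 or 6 (edgeR adjusted p = 0.0503 to 0.0591). For zo1 (g20817) in ED, the call was lost without ED 3 or controls 2 or 3 (edgeR adjusted p = 0.0534 to 0.0573) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.115. For zo1 (g30382) in ED, the call was lost without ED 1, 3 or 4 or control 3 (edgeR adjusted p = 0.0543 to 0.0628) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0862.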

Tight junction protein (*zo1*) increased several-fold in EF, ED, and in DED. 

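Most transcripts of the egg envelope proteins did not pass the filter, which asks for counts in enough libraries. The relative expression value of zp3 (g21889) was 56.5 ± 59.4 (SD, n = 5) in SC and 22.1 ± 14.1 (SD, n = 6) in EF, a log2 fold change of -1.40 (SE 0.72, edgeR adjusted p = 0.199), and 0.0016 (SE 0.68, edgeR adjusted p = 0.999) in ED. For zp1 (g11771) it was 10.2 ± 10.7 (SD, n = 5) in SC and 14.4 ± 6.45 (SD, n = 6) in EF, with 0.29 (SE 0.67, edgeR adjusted p = 0.794), and -0.25 (SE 0.66, edgeR adjusted p = 0.821) in ED. Of the 8 zp3, 4 zp1 and 1 zp2 transcripts in the tables, 1, 1 and 0 passed the filter, so most of these transcripts have no result here. The deposited comparison has 4 zp3, 1 zp1 and 1 zp2 transcripts lower in EF and in ED. The paper's SC values for the transcripts it lists lie above that of zp1 (g11771), so a low mean in SC does not explain the untested ones. Of the 2 tested edgeR called 0 in EF and 0 in ED, and 0 were found at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom.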

The expression of zona pellucida genes (*zp1*, *zp2*, *zp3*) was terminated in EF and in ED, but one transcript was even elevated in DED. In ED, collagen transcripts (*co7a*, *co9a*), 2 laminins (*lam2*, *lama3*), lysyl oxidase (*loxl4*), and fibroblast growth factor receptor transcripts (*fgfr2* and *fgfr3*) were elevated. In contrast, in DED collagen and also laminin transcripts were either up- or down-regulated in their relative transcription level. 

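In ED the laminin chain lama3 (g14031) had a relative expression value of 2.85 ± 2.18 (SD, n = 5) in SC and 49.1 ± 25.2 (SD, n = 8) in ED, a log2 fold change of 3.81 (SE 0.62, edgeR adjusted p = 0.00114). The more abundant lama3 (g14032) had 1.41 (SE 0.38, edgeR adjusted p = 0.0211). The anchoring fibril collagen co7a1 (g4365) had 3.14 (SE 0.80, edgeR adjusted p = 0.0166), the collagen crosslinking enzyme loxl4 (g8984) 5.53 (SE 1.43, edgeR adjusted p = 0.0175) and the growth factor receptor fgfr3 (g41681) 2.43 (SE 0.66, edgeR adjusted p = 0.0224). Per symbol, edgeR called 1 of 1 lam2 transcripts higher (0 higher and 0 lower with controls 6, 9 and 12 alone), 2 of 4 fgfr3 transcripts higher (1 higher and 0 lower with controls 6, 9 and 12 alone) and 0 of 5 fgfr2 transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 and 0 by limma voom). The protease inhibitor timp3 (g19966), which protects the matrix, was lower at -1.73 (SE 0.40, edgeR adjusted p = 0.0103). For lama3 (g14032) in ED, controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0687. For co7a1 (g4365) in ED, controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0552. For loxl4 (g8984) in ED, the fold difference of 46.2 moved to 30.1 without ED 6 and 75.3 without control 9 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.078. For fgfr3 (g41681) in ED, the fold difference of 5.37 moved to 10.2 without control 6.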

A transforming growth factor beta receptor transcript *(tgbr*) was not affected in EF, but showed reduced relative expression values in ED and DED.

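The transcript tgbr3 (g8935), a coreceptor of transforming growth factor beta, had a relative expression value of 1347 ± 445 (SD, n = 5) in SC and 446 ± 203 (SD, n = 8) in ED, a log2 fold change of -1.60 (SE 0.34, edgeR adjusted p = 0.00651). In EF it had 1534 ± 506 (SD, n = 5) in SC and 1323 ± 454 (SD, n = 6) in EF, with -0.25 (SE 0.32, edgeR adjusted p = 0.623), and ED over EF had a log2 difference of -1.39 (SE 0.30, edgeR adjusted p = 0.00314).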

**Table 6:** Selection of DEGs in EF, ED, and DED assigned to the term ‘extracellular matrix’, and the relative expression value of the respective genes detected in control groups SC and SD.

Extracellular matrix	SC	EF	ED	SD	DED
	relative expression value	fold change	fold change	relative expression value	fold change
**Disintegrin**					
*ats1*, *ats2 (2x)*, *ats3*, *ats13*, *ats15*	5–605	↑ (5/6) - ↑↑ (1/6)	↑ (2/6) - ↓ (1/6)	-	-
*ats6*, *ats17*	5–45	-	↓ (1/2)	15–45	↓
**Matrix Metalloproteinase**					
*mmp2*, *mmp14*	-	-	-	420–7915	↓
*mmp19*, *mmp23*	10–40	↑	-	5	↑ (1/2)
**Collagen**					
*co2a*, *co4a (3x)*	50–1920	↑ (2/4) - ↑↑ (2/4)	-	-	-
*co5a*, *co6a (4x)*	75–195	↑ (2/5)	-	5–5935	↓
*co7a*, *co9a (2x)*	< 5–880	-	↑ (1/3) - ↑↑ (2/3)	5–460	↑ (2/3)
**Fibronectin**					
*finc (4x)*	40–305	↑ (3/4) - ↓ /1/4)	-	-	-
**Laminin**					
*lam2*, *lama2*, *lama3*, *lama5*	5	↑ (1/4)	↑ (1/4) - ↑↑ (1/4)	5–10	↑ (2/4)
*lama1*	-	-	-	130	↓
**Decorin**					
*pgs2*	175	↑	↓	7415	↓
**Tight Junction Protein**					
*zo1 (2x)*	45	↑ (1/2)	↑ (1/2)	35–45	↑
**Zona Pellucida**					
*zp1*, *zp2*, *zp3 (4x)*	40–200	↓↓ (1/6)—-∞ (5/6)	↓↓ (5/6)—-∞ (1/6)	20	↑ (1/4)
**Lysyl Oxidase**					
*loxl4*	5	-	↑↑	10	↑↑
**Fibroblast Growth Factor Receptor**					
*fgfr2 (3x)*, *fgfr3 (4x)*, *fgfr4*	5–50	-	↑ (3/8)	10–4625	↑ (6/8) - ↓ (2/8)
**Transforming Growth Factor Beta Receptor**					
*tgbr3*	1350	-	↓	1320	↓

Arrows indicate increased (upwards) or decreased (downwards) expression value; a single arrow indicates up to 10-fold elevation/reduction, two arrows indicate more than 10-fold elevation/reduction. Numbers in brackets give the number of transcripts for the respective gene. If two numbers are listed, the first number represents the number of significantly affected transcripts.

### Tissue homeostasis and repair

To identify DEGs coding for proteins connected to tissue homeostasis and repair, the GO domain *biological process* was searched for the terms ‘apoptosis’, ‘inflammatory’, and ‘immune response’. 

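In EF angiopoietin angp1 (g13602), which acts on the receptor tie2 of the vessel wall, had a relative expression value of 8.34 ± 7.33 (SD, n = 5) in SC and 57.7 ± 25.8 (SD, n = 6) in EF, a log2 fold change of 2.57 (SE 0.65, edgeR adjusted p = 0.0237), and tie2 (g1122) had 339 ± 90.0 (SD, n = 5) in SC and 966 ± 264 (SD, n = 6) in EF, with 1.44 (SE 0.31, edgeR adjusted p = 0.012). The vascular receptor vgfr4 (g9390) had 1.74 (SE 0.45, edgeR adjusted p = 0.0257). By symbol, edgeR called 1 of 3 sem4e transcripts higher, 1 of 2 sem5a transcripts higher (0 higher and 0 lower with controls 6, 9 and 12 alone), 0 of 4 sem3f transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 and 0 by limma voom) and 0 of 2 pgh2 transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 and 0 by limma voom). The log2 difference of ED over EF in tie2 (g1122) was -1.29 (SE 0.25, edgeR adjusted p = 0.00151). For angp1 (g13602) in EF, the call was lost without EF 3 or 4 (edgeR adjusted p = 0.0509 to 0.0552).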

Transcripts of angiopoietin1 short (*angp1*), 5 rho guanine nucleotide exchange factor transcripts (*arhg2*, *arhgb*, *arhgc*, *arhgf*, *arhgp*), semaphorin (*sem3f*, *sem4e*, *sem5a*), and prostaglandin synthase 2 (*pgh2*) showed significantly elevated relative expression values in EF (Table 7). In contrast to EF, in ED semaphorin transcripts (*sem3d*, *sem3f*) were reduced in their relative expression value, and the relative expression values of *sem4b* and *sem4g* were either reduced or elevated. 

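In ED the semaphorin sem3d (g25265), of a family that guides axons and vessels, had a relative expression value of 191 ± 65.4 (SD, n = 5) in SC and 27.1 ± 7.09 (SD, n = 8) in ED, a log2 fold change of -2.85 (SE 0.33, edgeR adjusted p = 7.29e-05), and sem3f (g5058) had 842 ± 457 (SD, n = 5) in SC and 223 ± 109 (SD, n = 8) in ED, with -1.91 (SE 0.37, edgeR adjusted p = 0.00392). Of the sem4b transcripts, sem4b (g19341) was lower at -1.52 (SE 0.40, edgeR adjusted p = 0.0191) and sem4b (g15584) higher at 3.58 (SE 0.59, edgeR adjusted p = 0.00122). In ED edgeR called 1 of 3 sem4g transcripts higher. Compared with EF, sem3d (g25265) and sem3f (g5058) were lower in ED, at -2.07 (SE 0.30, edgeR adjusted p = 0.00010) and -1.53 (SE 0.36, edgeR adjusted p = 0.00604). For sem4b (g15584) in ED, the fold difference of 12.0 moved to 19.5 without control 9.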

Even more semaphorin transcripts were affected in DED, and as observed in ED, the relative expression level was either reduced or elevated. 6 myosin-xviiia transcripts (*my18a*) were elevated in EF, but not in ED, and in DED two were even reduced. 

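The unconventional myosin my18a (g18711), which binds actin and Golgi membranes, had a relative expression value of 17.29 ± 20.7 (SD, n = 5) in SC and 232.2 ± 192 (SD, n = 6) in EF, and my18a (g29510) had 12.9 ± 15.9 (SD, n = 5) in SC and 158 ± 85.3 (SD, n = 6) in EF. Their log2 fold changes were 3.57 (SE 0.84, edgeR adjusted p = 0.0188) and 3.42 (SE 0.83, edgeR adjusted p = 0.0205), and the log2 differences of ED over EF were -3.23 (SE 0.64, edgeR adjusted p = 0.00155) and -2.36 (SE 0.62, edgeR adjusted p = 0.0126). Per symbol, edgeR called 5 of 12 my18a transcripts higher (4 higher and 0 lower with controls 6, 9 and 12 alone) in EF and 0 of 11 my18a transcripts (also 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom) in ED. In all 5 my18a transcripts were lower in ED than in EF. For my18a (g18711) in EF, the fold difference of 11.8 moved to 20.2 without control 6. For my18a (g29510) in EF, the fold difference of 10.7 moved to 18.5 without control 6.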

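The cytochrome p450 cp2u1 (g4179), of a family that oxidises steroids, fatty acids and foreign compounds, was lower in both comparisons, with a relative expression value of 23.5 ± 13.6 (SD, n = 5) in SC and 0.603 ± 0.584 (SD, n = 8) in ED, and log2 fold changes of -4.05 (SE 0.64, edgeR adjusted p = 0.00246) in EF and -4.95 (SE 0.57, edgeR adjusted p = 7.29e-05) in ED. The sterol hydroxylase cp27a (g12770) was lower in ED at -1.17 (SE 0.32, edgeR adjusted p = 0.0225). The reductase that passes electrons to these enzymes, ncpr (g44134), was higher at 3.36 (SE 0.69, edgeR adjusted p = 0.00975) in EF and 2.21 (SE 0.60, edgeR adjusted p = 0.021) in ED, and the retinoic acid hydroxylase cp26a (g16107) at 1.61 (SE 0.49, edgeR adjusted p = 0.044) in EF. In EF edgeR called 0 of 2 cp2k1 transcripts (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2, 0 and 0 by limma voom) and 0 of 3 cp2m1 transcripts (also 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom). Of 43 cytochrome p450 transcripts tested, 3 were higher and 4 lower in EF than in SC by edgeR (3 and 4 adjusted over the list alone). Of 43 cytochrome p450 transcripts tested, 2 were higher and 7 lower in ED than in SC by edgeR (2 and 8 adjusted over the list alone). For cp2u1 (g4179) in EF, the fold difference of 16.6 moved to 25.8 without EF 2. For ncpr (g44134) in EF, the fold difference of 10.3 moved to 18.3 without control 6. For cp26a (g16107) in EF, the call was lost without EF 1, 3, 5 or 6 or controls 2, 3, 6 or 9 (edgeR adjusted p = 0.0577 to 0.103) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.105. For ncpr (g44134) in ED, the fold difference of 4.64 moved to 8.27 without control 6.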

Five out of seven transcripts of cytochrome p450 (*cp26a*, *cp2dq*, *cp2k1*, *cp2k1*, *cp2k3*, *cp2m1*) and one transcript of NADPH-dependent cytochrome p450 reductase (*ncpr*) were several-fold elevated in EF, while in ED several cytochrome p450 transcripts were reduced in their relative expression value. In DED, the relative expression level was either reduced or elevated.

**Table 7:** Selection of DEGs in EF, ED, and DED connected to the terms ‘apoptosis; inflammatory; and immune response’, and the relative expression value of the respective genes detected in control groups SC and SD.

Tissue homeostasis and repair	SC	EF	ED	SD	DED
	relative expression value	fold change	fold change	relative expression value	fold change
**Cytochrome p450**					
*cp1b1*, *cp26a*, *cp26b (2x)*, *cp2u1*	90–130	↑ (1/5) - ↓ (1/5) - ↓↓ (1/5)	↓ (2/5) - ↓↓ (1/5)	25–440	↓ (2/5) - ↓↓ (1/5)
*cp2k1 (2x)*, *cp2k3*, *cp2dq*, *cp2m1*	< 5–125	↑ (3/5) - ↑↑ (1/5) - ∞ (1/5)	↑ (1/5)—-∞ (1/5)	< 5–100	↑ (2/5) - ↑↑ (3/5)
**Angiopoietin short**					
*angp (4x)*	5–15	↑ (3/4)	-	10	↓ (1/4)
**Rho Guanine Nucleotide Exchange Factor**					
*arg33*, *argh37*, *arhg1*, *arhg2*, *arhg6*, *arhg8 (2x)*, *arhg9*, *arhgb*, *arhgc (2x)*, *arhgf*, *arhgi*, *arhgp*, *arhgq*	15–40	↑ (5/15)	↑ (2/15)	< 5–660	↑ (4/15) - ↑↑ (1/15) - ↓ (7/15)
**Myosin-18**					
*my18a (6x)*	5–55	↑ (3/6) - ↑↑ (3/6)	-	10–30	↓ (2/6)
**Semaphorin**					
*sem3b*, *sem3c*, *sem3d (2x)*, *sem3f (2x)*, *sem5a*, *sem6d*	< 5–840	↑ (1/8) - ↑↑ (1/8)	↓ (2/8)	65–540	↑ (1/8) - ↓ (6/8)
*sem4b (2x)*, *sem4e*, *sem4g*,	15–420	-	↓ (1/4) - ↑ (1/4) - ↑↑ (1/4)	15–655	↑ (2/4) - ↑↑ (1/4) - ↓ (1/4)
**Prostaglandin Synthase**					
*pgh1*, *pgh2*	70–780	↑ (1/2)	↓ (1/2)	50	↓ (1/2)
**nlrc3**					
*nlrc3 (11x)*	15–60	↓ (1/11) - ↓↓ (1/11)	↑	5–80	↑ (9/11) - ↓ (2/11)
**NADPH-dependent Cytochrome p450 Reductase**					
*ncpr*	5	↑	↑	5	↑
**Death-associated Protein Kinase**					
*dapk1 (2x)*, *dapk2*, *dapk3*	380	-	↓ (1/4)	20–1785	↑ (1/4) - ↓ (3/4)
**Immunity related GTPase Imap Family Member 7**					
*gima7 (5x)*	5–465	-∞ (1/5)	↓ (3/5) - ↓↓ (2/5)	35–485	↓ (3/5)
**Rho GDP-dissociation Inhibitor**					
*gdir1 (4x)*, *gdir2 (2x)*	2565	-	↓ (1/6)	20–2930	↑ (1/6) - ↓ (5/6)
**Receptor-interacting Serine-Threonine Protein Kinase**					
*ripk2*, *ripk4*	405	-	↓ (1/2)	545–900	↑ (1/2) - ↓ (1/2)
**Interferon-induced 35 kDa Protein**					
*in35*	910	-	↓	580	↓
**Interleukin-23 Receptor**					
*il23r*	120	-	↑	185	↑
**Proteasome Subunit Beta Type**					
*psb2*, *psb4*, *psb5*	-	-	-	45–275	↑
*psb7 (2x)*	15–270	-	↑	20–300	↑
**Nociception Receptor**					
*oprx (2x)*	< 5–150	-	↑ (1/2) - ↑↑ (1/2)	< 5–165	↑ (1/2) - ↑↑ (1/2)
**ATP-binding Cassette ATPases**					
*abcf1 (3x)*, *abcf2 (7x)*, *abcf3*	< 5–125	↑ (2/11)	↑ (8/11) - ↑↑ (1/11)	10–685	↑ (9/11)

Arrows indicate increased (upwards) or decreased (downwards) expression value; a single arrow indicates up to 10-fold elevation/reduction, two arrows indicate more than 10-fold elevation/reduction. Numbers in brackets give the number of transcripts for the respective gene. If two numbers are listed, the first number represents the number of significantly affected transcripts.

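The immunity-related GTPase gima7 (g28207) had a relative expression value of 463 ± 385 (SD, n = 5) in SC and 75.0 ± 37 (SD, n = 8) in ED, a log2 fold change of -2.58 (SE 0.47, edgeR adjusted p = 0.00235), and edgeR called 3 of 6 gima7 transcripts lower (0 higher and 2 lower with controls 6, 9 and 12 alone). The kinase dapk2 (g4814) had -1.40 (SE 0.45, edgeR adjusted p = 0.0444). Against EF, dapk2 (g4814) differed by -1.28 (SE 0.42, edgeR adjusted p = 0.0385). For dapk2 (g4814) in ED, the call was lost without ED 1, 2, 3, 4, 5, 6 or 7 or controls 6 or 12 (edgeR adjusted p = 0.0507 to 0.115). For dapk2 (g4814) in ED over EF, the call was lost without EF 2, 4 or 6 or ED 1, 2, 3, 5 or 6 (edgeR adjusted p = 0.0511 to 0.11).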

In ED and in DED, several transcripts of death-associated protein kinase (*dapk*), of immunity related gtpase imap family member 7 (*gima7*), and of rho gdp-dissociation inhibitor 2 (*gdir2*) were reduced. 15 Rho guanine nucleotide exchange factor transcripts were either up or down-regulated in DED, while only two of these transcripts were elevated in ED. In contrast to EF, receptor-interacting serine-threonine protein kinase 2 (*ripk2*) and also the relative expression value of interferon-induced 35kda protein (*in35*) were reduced in ED and DED, while interleukin-23 receptor (*il23r*) was elevated. 

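The kinase ripk2 (g19854), which relays signals of bacterial sensors, had a relative expression value of 407 ± 206 (SD, n = 5) in SC and 164 ± 26.3 (SD, n = 8) in ED, a log2 fold change of -1.40 (SE 0.33, edgeR adjusted p = 0.0111), and ED over EF had -1.23 (SE 0.30, edgeR adjusted p = 0.00775). The interferon-induced in35 (g11997) had 802 ± 699 (SD, n = 5) in SC and 157 ± 60.1 (SD, n = 8) in ED, with -2.31 (SE 0.43, edgeR adjusted p = 0.00287). In EF, in35 (g11997) had -1.33 (SE 0.50, edgeR adjusted p = 0.0866), and ED over EF was -1.02 (SE 0.38, edgeR adjusted p = 0.067), not a call. The cytokine receptor il23r (g17256) had 118 ± 129 (SD, n = 5) in SC and 537 ± 362 (SD, n = 8) in ED, a log2 fold change of 2.10 (SE 0.71, edgeR adjusted p = 0.0536), not a call (1 higher at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma voom).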

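The proteasome subunit psb7 (g38324) had a relative expression value of 17.31 ± 5.95 (SD, n = 5) in SC and 132 ± 45.2 (SD, n = 8) in ED, a log2 fold change of 2.86 (SE 0.41, edgeR adjusted p = 0.000422), and psb7 (g12510) had 1.74 (SE 0.34, edgeR adjusted p = 0.00347). In EF, psb7 (g38324) had 0.84 (SE 0.46, edgeR adjusted p = 0.219), and ED lay above EF by 1.99 (SE 0.34, edgeR adjusted p = 0.000443). The regulator of T cell activation nlrc3 is a multigene family whose transcripts may share reads, so values of single transcripts are uncertain. Of this family, edgeR called 0 of 20 nlrc3 transcripts (1 higher and 4 lower at an unadjusted p under 0.05, 0 and 1 by DESeq2, 1 and 2 by limma voom, 0 and 4 with controls 6, 9 and 12 alone) in EF, 1 of 23 nlrc3 transcripts higher and 1 lower in ED and 8 of 24 nlrc3 transcripts higher in ED over EF. Higher in ED than in EF were nlrc3 (g44027), nlrc3 (g43379) and nlrc3 (g40914), with log2 differences of 2.67 (SE 0.61), 2.71 (SE 0.57) and 2.25 (SE 0.62) (edgeR adjusted p = 0.0165 or lower). The transcript nlrc3 (g30406) was lower in ED than in SC, at -2.45 (SE 0.48, edgeR adjusted p = 0.00417).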

Compared with EF, in ED and in DED the relative expression value of several transcripts of protein *nlrc3* and also of proteasome subunit beta type 7 (*psb7*) were elevated following exercise. In contrast to EF, where only 2 members of the atp-binding cassette atpases were elevated after exercise, in both, ED and DED, 9 transcripts of these atpases (*abcf1*, *abcf2*, *abcf3*) were significantly elevated.

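In ED the ATPase abcf1 (g36846), of a binding cassette type that acts in translation, had a relative expression value of 36.5 ± 12.4 (SD, n = 5) in SC and 184 ± 89.7 (SD, n = 8) in ED, a log2 fold change of 2.29 (SE 0.43, edgeR adjusted p = 0.00282), and abcf2 (g23518), abcf2 (g34218), abcf2 (g43046) and abcf2 (g43992) had 2.75 (SE 0.60), 2.62 (SE 0.50), 2.01 (SE 0.44) and 2.00 (SE 0.49) (edgeR adjusted p = 0.0137 or lower). For each symbol, edgeR called 1 of 4 abcf1 transcripts higher (2 higher and 0 lower with controls 6, 9 and 12 alone), 7 of 8 abcf2 transcripts higher (6 higher and 0 lower with controls 6, 9 and 12 alone) and 0 of 3 abcf3 transcripts (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2, 0 and 0 by limma voom, 1 and 0 with controls 6, 9 and 12 alone) in ED, and 1 of 4 abcf1 transcripts higher and 2 of 8 abcf2 transcripts higher in EF. The most abundant abcf1 transcript in ED and SC, abcf1 (g28332), had 1118 ± 719.6 (SD, n = 5) in SC and 1771 ± 806 (SD, n = 8) in ED, a log2 fold change of 0.63 (SE 0.43, edgeR adjusted p = 0.319), not a call. Compared directly, abcf2 (g23518) and abcf2 (g34218) were higher in ED than in EF by 1.85 (SE 0.46, edgeR adjusted p = 0.00892) and 1.73 (SE 0.38, edgeR adjusted p = 0.00341).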

## Discussion

Recordings from tagged silver eels during their spawning migration to the Sargasso Sea revealed that eels swim about 12 to13 h a day at lower depth of about 200 m, and 8 to 9 h under elevated pressure at greater depth [5, 16]. In our experiments, eels had to swim for 8 h under elevated pressure prior to tissue sampling, which resembled the time eels swim under elevated pressure in nature, although there the hydrostatic pressure is significantly higher, which for our experiments was not possible for technical reasons. Due to the design of our study, changes in transcription could be related to swimming alone, or to swimming under elevated pressure. Eels have repeatedly been analyzed in a swim tunnel under atmospheric pressure [4, 33, 46], illustrating the effect of swimming on energy metabolism. The data showed that European eels are capable of swimming for several months in a swim tunnel with remarkable low cost of transport [47–49], and fat, protein, and carbohydrate contributed to energy metabolism [49]. Swimming under constant atmospheric pressure will not affect the buoyancy status, therefore activation of gas gland cells and stimulation of gas secretion is not required. Actually, activation of gas secretion would even be counterproductive, because it will create a status of positive buoyance, which will result in an elevated energy expenditure to prevent surfacing [20]. Therefore, we restricted our study to swimming under elevated pressure, which is connected to changes in buoyancy.

Although the total number of DEGs was not too different between exercised silver eels with functional and with damaged swimbladder, in ED almost twice as many DEGs showed an elevated transcription, while in EF, the number of DEGs with an elevated or lowered transcription was more balanced. Comparing silver eels with damaged swimbladder (SD) with exercised silver eels with heavily infected and damaged swimbladder revealed a slightly higher number of elevated than lowered DEGs, but the total number was more than twice as high than in ED. Analyzing the effect of silvering on transcriptional activity in infected and non-infected eels also revealed a much higher number of affected transcripts in infected eels [50]. This could indicate that the infection of the swimbladder reduces the stress resistance, so that hydrostatic pressure changes encountered in the swim tunnel provoke especially pronounced changes in transcription. A previous study also revealed that transcriptional activity in yellow eels was much more responsive to the infection than in silver eels, indicating different sensitivity during different developmental stages [42].

The difference in the response of the two exercise groups was obvious when looking at the results for the GO analysis with respect to *biological process*. None of the significantly affected functions occurred simultaneously in EF and in ED, and only two processes in EF and in DED, emphasizing that compared to eels with a functional swimbladder, eels with a damaged swimbladder showed large scale differences in the transcriptional changes in swimbladder tissue following exercise under elevated hydrostatic pressure. This finding was supported by the Venn diagram, revealing that damage of the swimbladder due to the infection with *Anguillicola crassus* largely influences the number of DEGs. This was also supported by looking at DEGs that, based on our current knowledge, are crucial for swimbladder function.

According to Boyle’s law, an increase in hydrostatic pressure causes a decrease in swimbladder volume, so that gas secretion should be stimulated in order to compensate the volume decrease. Gas secretion is stimulated by increasing acid secretion via lactic acid production in glycolysis and via CO_2_ production in the pentose phosphate shunt (PPS) [7, 51–54]. Swimming for 8 h under elevated hydrostatic pressure indeed resulted in a significant elevation of transcription of genes involved in energy metabolism, in particular in genes coding for glycolytic enzymes, irrespective whether the swimbladder was fully functional, or had previously been infected by the nematode *Anguillicola crassus* and was therefore seriously damaged, so that it could no longer serve as a buoyancy structure. The elevated transcription of glycolytic enzymes, in particular of lactate dehydrogenase, suggested that glycolysis was stimulated in order to acidify the blood and to stimulate gas secretion into the swimbladder by switching on the Root effect [9, 11]. This conclusion was supported by an elevation of *gtr1* transcripts, as an elevation of glucose transporter 1 protein may facilitate glucose uptake by gas gland cells, fueling the glycolytic pathway. This was also supported by the enhanced transcription of zinc transporter transcripts (*s39a4*) and of carbonic anhydrase (*cahz*), a zinc containing enzyme playing a crucial role in CO_2_ exchange between gas gland cells and the blood, and in CO_2_ secretion [55, 56].

Acid secretion is achieved via V-type ATPase activity and via NHE (Na^+^/H^+^ exchanger) proteins [55, 57], but transcription of these membrane proteins was not enhanced. On the other hand, the relative expression values of V-type ATPase transcripts and of transcripts of NHE proteins 5, 7, and 9 were already high in SC animals, probably providing sufficient capacity for acid release even with elevated glycolytic activity. Acid release via NHE proteins would require enhanced sodium excretion to compensate for the sodium entry into the gas gland cells, and the relative expression value of Na^+^/K^+^-ATPase subunit transcripts was indeed elevated in EF.

A theoretical analysis of the capacity of the swimbladder for acid secretion revealed that full compensation of the changes in swimbladder volume due to the pressure changes encountered during the daily migrations would not be possible over the time of several months [20]. However, the previously described histological changes [22] and the transcriptional changes detected in our study clearly show that the swimbladder is active in migrating eels. Although keeping a constant volume of the swimbladder during the daily migrations is probably impossible, gas secretion obviously does occur. The flexible-walled swimbladder is not totally gas tight, and therefore the large pressure changes encountered during the daily migration must result in a loss of gas to the surrounding tissues, in particular because the swimbladder gas mainly consists of oxygen [19], while the main gas in water is nitrogen. In addition, in water gas partial pressure does not increase with increasing depth. Accordingly, in order to avoid a progressive decrease in swimbladder volume, some gas secretion must occur. Therefore, with elevated hydrostatic pressure gas gland cell acid secretion and subsequent gas secretion was stimulated. Even though a full compensation appears not possible, our results clearly show that the swimbladder does contribute to buoyancy regulation in migrating eels.

These changes in the expression of glycolytic enzyme transcripts were more or less similarly detected in EF and ED, and similar changes were also detected when comparing heavily infected non-exercised silver eels with exercised silver with a damaged swimbladder (DED). This was quite unexpected as heavily damaged swimbladders show an almost gasless lumen and therefore glycolysis is obviously not necessary to facilitate gas deposition into the lumen. However, it may be that the enhanced transcription of glycolytic genes in exercised eels with a damaged swimbladder was at least partly stimulated by an elevated thickness of the tissue, which decreases oxygen supply to the tissue due to increased diffusion distances. A significant difference between EF and ED was the decrease in a carbonic anhydrase transcript (*cah12*) and in particular the elevated transcription of *hxk2* in ED, and this was also seen in DED. While hexokinase 1 normally phosphorylates glucose on cell entry, in tumor cells hexokinase 2 has been shown to be crucial for the Warburg effect, i.e. a shift to aerobic glycolysis for ATP production, irrespective of the availability of oxygen [58]. Noteworthy is the concomitant elevation of *vdac* transcripts in ED and DED, as this voltage dependent ion channel has been shown to bind hexokinase 2 to the outer mitochondrial membrane [59]. In contrast to EF, in ED and even more so in DED, mitochondrial NADH-dehydrogenase was elevated at the transcription level, which also supported the conclusion that the modification of metabolism in ED was not directed towards an increased acid production, but mainly the result of thickened tissue and prolonged diffusion distances. This was further supported by the observation that compared with EF, in ED and in DED, changes in carbonic anhydrase transcription were inconsistent. Carbonic anhydrase facilitates CO_2_ diffusion and significantly contributes to blood acidification and initiation of the Root effect, which is not essential if the anaerobic metablism is related to a thickened tissue in exercised eels with a damaged swimbladder.

The conclusion that swimming under elevated hydrostatic pressure induced adjustments in gas gland cell metabolism was supported by the observation that the relative expression value of AMPK transcripts was significantly elevated. AMPK is a critical energy sensor, but may also be a glucose sensor switching on catalytic pathways [60, 61] and thus glucose metabolism. In addition, cAMP-dependent protein kinases and cAMP-dependent transcription factors showed an increased transcription, which are also typically involved in metabolic adjustments, signal transduction, and stress responses [62]. cAMP and protein kinase A (PKA) have previously been shown to be involved in the regulation of acid secretion in eel gas gland cells [63]. The high relative expression value of guanine nucleotide exchange factor transcripts detected with an elevated level of transcription suggested that extracellular signals elicited the modification of metabolic activity, as the Rho GTPase family of proteins is involved in signal transduction [64].

Unexpected was the elevation of hif-1α and the decrease of von Willebrand factor transcripts in EF and ED. Hif-proteins are activated under hypoxic conditions [65], and the swimbladder containing oxygen as the main gas certainly will not experience hypoxia, especially not under hyperbaric pressure. In addition to hypoxic signaling, Hif proteins are involved in developmental processes and organ formation in zebrafish [66], and therefore it appears possible that the elevated transcription was related to organ reconstruction, and not to hypoxic signaling.

Prior to starting the spawning migration, eels traverse the process of silvering, and this is connected to a significant reconstruction of the extrcellular matrix of the swimbladder, most likely to improve its gas impermeability [21–23, 50]. This was in line with the significant elevation of several extracellular matrix related transcripts in particular in EF. Remarkable was the increase in *my18a* transcription, which was not observed in ED. Myosin18a comprizes binding sites for actin and also for the Golgi apparatus (GOLPH3) and therefore is important for vesicle formation and transport [67]. The reconstruction of the extracellular matrix requires the production of secretory proteins and therefore the activity of the Golgi apparatus, and in EF a large number of extracellular matrix related transcripts was elevated in the relative expression value. These changes not only included various components of the extracellular matrix, but also extended to matrix metalloproteinases, indicating that a reconstruction of the extracellular matrix occurred, most likely to improve gas impermeability. Tight junction proteins were also affected, suggesting that the connection between the epithelial gas gland cells was tightened. In ED and in DED, the effect on extracellular matrix transcripts was much less pronounced, indicating that the reconstruction of the extracellular matrix in eels with damaged swimbladder was not as extensive as in eels with a functional swimbladder.

In EF, angiopoietin transcripts were elevated, suggesting that blood vessel formation was stimulated. In addition, the relative expression value of a semaphorin transcript increased. While semaphorins have originally been described as factors involved in axon guidance, recent evidence revealed that they may have anti-inflammatory function and may stimulate endothelial cells supporting angiogenesis [68]. An increase in the length of rete mirabile capillaries has been detected during silvering [21, 23], thus the increased transcription of angiopoiesis related genes is in line with an improvement of swimbladder blood supply and an improved countercurrent system.

In EF, the relative expression values of several cytochrome p450 transcripts was significantly elevated, while in ED the relative expression values were mostly reduced. Cytochrome p450 is a unique hemeprotein, evolved to protect organisms against toxic compounds [69]. These monooxygenase enzymes that may also contribute to steroid metabolism, are related to stress and may function as intracellular sensor for gases like O_2_, CO, and NO, which may explain the elevated transcription in gas gland cells [70, 71]. They could even sequester free radicals, which may be formed at high oxygen partial pressures [70].

Overall, in ED by far more transcripts related to tissue homeostasis, apoptosis, and immune response have been detected, and a large number of these DEGs were not affected or even modified in the opposite direction in EF. Thus, these expression changes revealed that in ED an immune response was elicited, which is in line with a previous heavy infection with the nematode *Anguillicola crassus*, damaging the swimbladder as observed in our studies [27, 28, 72]. This conclusion is also in line with the Venn diagram, showing that the swimbladder damage is a main factor determining the number of DEGs. While the relative expression value of mitogen-activated protein kinase (*m3k1*, *m3k3*) was reduced in ED and DED, several transcripts of serine threonine-protein phosphatase and -kinase were highly expressed and significantly elevated, indicating that the MAPK pathway is of particular importance in exercised eels with a damaged swimbladder. In EF, only one single *m3k* transcript of this pathway was significantly reduced in the expression level. Serine threonine-protein kinases are involved in the regulation of a wide variety of ion channels, membrane transporters, cellular enzymes, transcription factors, but also cell growth, proliferation, survival, and apoptosis [73, 74]. In particular, *sgk1* (3 transcripts affected) plays an important role in cellular stress responses, in electrolyte balance, and inflammation [73]. The observed transcriptional changes in ED therefore clearly demonstrate a defense response in gas gland tissue, as already observed when the influence of an *Anguillicola crassus* infection on the silvering process was assessed [50].

An interesting though unexpected observation in our experiments was the significant effect of the exercise protocol under elevated hydrostatic pressure on transcription of genes related to the circadian clock. The recently described diurnal vertical migrations [5, 13–16] may be connected to the activity of clock genes, and in zebrafish it has been shown that even in peripheral cells and in cell lines the clock is established and entrainable [75, 76]. The diurnal vertical migrations directly affect swimbladder pressure and volume, and therefore it is conceivable that circadian clock genes are active in gas gland cells. Based on a chemical clue, for example, rhythmic activity of gas gland cell metabolism and acid secretion could be elicited and coordinated with the depth changes encountered during the vertical migration. Although a full compensation and a constant swimbladder volume does not appear possible, some contribution to buoyancy regulation would reduce the overall energy expenditure required for these daily excursions [20].

In conclusion, our results show that swimming under elevated hydrostatic pressure elicited significant transcriptional changes in swimbladder gas gland cells. These changes were in line with a stimulation of glucose metabolism, resulting in an elevated acid production and secretion in order to switch on the Root effect and support gas secretion into the swimbladder. Although gas secretion does not appear to be sufficient for full compensation of the volume changes induced by the elevated hydrostatic pressure, it may compensate for diffusional gas loss out of the swimbladder. The results therefore support the conclusion that the swimbladder does contribute to buoyancy regulation in migrating eels, although a status of neutral buoyancy may not be achieved throughout the diurnal vertical migrations. The results also support the notion obtained from a previous study evaluating the modifications of the swimbladder related to the process of silvering [42, 50], that an infection of the swimbladder with the nematode *Anguillicola crassus* and the resulting damage significantly impairs swimbladder function.

## Supporting information

S1 Table

S2 Table

S3 Table

How the deposited data were processed for this re-analysis (not part of the article)

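Swimbladder RNA of silver European eels was sequenced by the authors, 1 library per eel, from 8 exercised eels with damaged swimbladders (ED), 6 exercised eels with functional swimbladders (EF) and 5 silver control eels (SC) that came from an earlier study. Exercised eels spent 24 h in a swim tunnel at 14 °C and 35 PSU, the last 8 h of them swimming at 0.5 body lengths per second under 8 bar. The library of each eel was assigned to its group from the titles of the samples, and no library was left out. The paper names paired-end sequencing on a NovaSeq and single-end sequencing on a HiSeq instrument, and which libraries were run on which is not given in the sources used here. Damaged eels without exercise, from the comparison DED of the paper, were not analysed here.

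The deposited tables hold raw read counts for 45974 predicted transcripts, 32673 of them with a gene name and 32188 with Gene Ontology (GO) terms. To make these counts the authors aligned reads to the draft genome of the eel with TopHat2 (2.0.13), removed secondary alignments with SAMtools and counted fragments with HTSeq. The notes on the samples give SAMtools 1.9 and HTSeq 0.5.3p9, the paper gives other versions, and the strand setting is not given in the sources used here. The relative expression signal was deposited as the mean over a group of counts that the authors had divided by DESeq size factors. The ratio in the deposited tables (the fold change of the authors) divides the mean of SC by that of the exercised group, which is the inverse of the fold change printed in the paper. The p-values were deposited as the authors obtained them from DESeq (1.34.1 under R 3.5.2, by the notes), raw and adjusted by the Benjamini-Hochberg method. The counts of the SC libraries are the same in both tables, and 5165 transcripts have no count in any of the 19 libraries. The 3 supplementary tables of the paper were held only in their first 1999 lines, and no number was taken from them.

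From the counts, transcripts were filtered with filterByExpr, libraries scaled by the trimmed mean of M values, and groups compared by the robust quasi-likelihood test of edgeR (4.0.16, with limma 3.58.1 and R 4.3.3). EF was compared with SC and ED with SC, each from the libraries of that comparison, and ED over EF was a contrast from 1 fit of the 19 libraries. A transcript is called at a Benjamini-Hochberg adjusted p under 0.05, and counts at unadjusted p under 0.05 and under 0.01, the thresholds of the study, are given beside it. Log2 fold changes are those of the edgeR fit with its default prior count, and their standard error is the absolute log2 fold change over the square root of F. A prior count of 2 was set for the log2 CPM values used for the gene lists, not for the fold changes. Relative expression values are counts over median-ratio size factors computed within each comparison. These group means equal the deposited ones. Where a group had no count, a bound was computed with a floor of 3 counts. Overlap of calls was set beside the product of the 2 shares, beside simulated groups with no change against shared simulated controls, and beside splits of the controls. GO terms with 10 to 500 tested transcripts were tested with a one-sided Fisher's exact test against the tested transcripts with GO terms, adjusted within each domain. DAVID, which the study used, was not run. Python 3.11.15 and matplotlib 3.10.9 served for tables and figures.

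In all, 36 gene lists, 5 of them the symbols of the study's Tables 3 to 7, were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, with at least 3 members required. The other lists, matched by gene name, are glycolysis, glycogen metabolism, the pentose phosphate pathway, complex I, other respiratory chain and ATP synthase, the tricarboxylic acid cycle, V-type ATPase, acid-base transport, glucose and lactate transport, Na+/K+-ATPase, cAMP signalling, hypoxia signalling, the circadian clock, extracellular matrix, cytochrome p450, immune response and inflammation, proteasome, heat shock and chaperones, oxidative stress defence, glucocorticoid response, immediate early response, ribosomal proteins, histones, erythrocytes, skeletal muscle, smooth muscle, endothelium, fibroblasts, leucocytes, nerve and glia, and proliferation. Members called were counted after adjustment over all tested transcripts and over the list alone.

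Genes are named by a rule with 3 parts: every symbol that the study names in its Results or in Tables 3 to 7 for EF or ED, with all transcripts of that symbol; per comparison the 10 higher and 10 lower called and named transcripts with the lowest adjusted p among those with an absolute log2 fold change over 1, a mean of at least 50 in 1 group and no overlap between the libraries of the groups, 1 per name; and up to 4 called members per list with the highest mean. Values in the study's tables had been seen when the rule was written. Some genes that the rule names are not reported here. Of the transcripts the rule names, 208 were called in EF, 140 higher and 94 lower in ED, and 237 in ED over EF.

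The total count per library was 7531244 in the smallest and 17313936 in the largest library. The tests were tested on simulated data with the group sizes, depths and spread of these libraries and 50 transcripts each changed 1.5, 2, 4 and 16-fold. Called were 0, 0, 16 and 66% of them in EF against SC, 2, 2, 18 and 70% in ED against SC, and 2, 4, 60 and 96% in ED over EF, with 10.87, 6.122 and 5.814% of the calls false. The 1.5-fold change was added after a first simulation with the other 3. In these simulations 46, 49 and 86 transcripts were called, against 3302, 3827 and 4390 in the real data. The adjustment is stricter where few transcripts change, so these shares do not give the power of the real tests.

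Alternatives tried were DESeq2 (1.42.0), scaling by relative log expression and by library totals, no filter and a filter at a mean of 50, libraries thinned to the smallest total, each library left out in turn, all 3 groups in 1 fit, a 2-fold limit and the unadjusted thresholds, the replicate number as a block, an estimated correlation and fry for the lists, and for GO terms of 5 to 1000 transcripts and calls at an unadjusted p under 0.01. After the data had been seen, fits with controls 6, 9 and 12 alone, limma voom with quality weights, the p-values of the deposited comparison and ED over EF from the 14 exercised libraries alone were added. The table of RefSeq names that came with the data describes another assembly and was not used. Pathway maps and the morphology and swimming data of the study were not analysed here.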

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

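Chosen only after the result was seen were the tests of depth, of red blood cells, of batch, of connective tissue and of low values in controls. Groups of libraries were examined for 1 library far from the rest, for 32 transcripts of the text and for measures such as the total count. Chance gives this in about 1 of 20 groups if values are normally spread, which unlogged expression values need not be. In 20 of 114 groups, all of them for transcripts, 1 library lay far from the rest of its group. These relative expression values were 1298 for ldha (g42164) and 1208 for ldha (g34501) in control 6, 569 for vdac3 (g20423) in control 9, 15144 for gtr5 (g13449) in control 3, and 3594 for co4a1 (g5551) and 53.5 for cp2u1 (g4179) in control 2. Among EF libraries they were 1376 for vdac3 (g20423), 58645 for co6a3 (g7207) and 8408 for co4a1 (g5551) in EF 1 and 138.8 for aakg2 (g35288) in EF 4. Among ED libraries they were 365.8 for gtr1 (g42351), 1038 for sgk1 (g27848), 160.3 for abcf2 (g36730) and 223.8 for psb7 (g38324) in ED 1, 101.4 for pygl (g37963) and 2943 for gtr5 (g13449) in ED 2, 110.4 for hif1a (g45825) in ED 4, 111 for aakg2 (g35288) in ED 7, and 7060 for co6a3 (g7207) and 90.53 for nduv1 (g44371) in ED 8.

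ED and EF differed in a direct contrast. It called 4390 transcripts, and nduv1 (g44371) and vatl (g34358) were higher in ED by log2 differences of 4.658 and 3.963. By camera, 15 lists differed, with median log2 differences of 1.467 for ribosomal proteins, 1.205 for complex I, 1.106 for other respiratory chain and ATP synthase, 0.8567 for proteasome, 0.7419 for the tricarboxylic acid cycle, 0.7112 for oxidative stress defence, 0.565 for heat shock and chaperones, 0.5325 for histones, 0.4493 for glycolysis and 0.5357 for the study's Table 3, and of -0.8843 for extracellular matrix, -0.9053 for smooth muscle, -0.7335 for immediate early response, -1.798 for fibroblasts and -0.7048 for the study's Table 6, but with an estimated correlation 0 of the 15 passed (lowest camera adjusted p = 0.4396). Against SC, lists that the paper does not discuss also passed: in EF oxidative stress defence at a median of -0.8582, ribosomal proteins at -2.362 and histones at -1.137, and in ED the tricarboxylic acid cycle at 0.9639 and heat shock and chaperones at 0.5183, though an estimated correlation gave camera adjusted p = 0.7452 for the 3 in EF and 0.8528 and 0.8684 in ED, and controls 6, 9 and 12 alone 0.993, 0.4477 and 0.3257 in EF. Other splits of the same libraries often gave as many called lists, as given further below, so chance cannot be excluded for their number.

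Controls 2 and 3 stood apart from controls 6, 9 and 12 and from all 14 exercised libraries. Lower depth is argued against, since with every library thinned to the smallest total they still had at least 20.45% fewer transcripts with a count than the lowest other library. Red blood cells as the source of their ribosomal share are argued against too, since haemoglobin held at most 0.1845% of their counts against 31.45 and 20.33% for ribosomal proteins. Other cells in these samples may still be part of it, since erythrocyte markers, 10 of which the other libraries also express, had the highest median log2 ratio of the 7 cell lists (2.248), with the haemoglobins hbaa (g28202) and hbba (g30174) at a mean of 9.445 and 8.964 log2 CPM against 5.576 and 5.161, yet the excess of haemoglobin lay in control 2, as control 3 had 0.04552% of its counts there, within the range of the exercised libraries (up to 0.07525% in EF 3). Loss of parts of the transcripts stays open, with a share of 0.407 of the variance between names, and a difference between these eels or their handling was not tested.

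Ribosomal proteins and the respiratory chain were higher in ED than in EF. Scaling by a few abundant genes is argued against, since the lowest median log2 difference of the ribosomal list under another scaling was 1.139 (library totals). A batch that follows the group and swimbladder damage cannot be told apart, since 0 libraries of either group overlapped the other (highest EF mean 7.86 log2 CPM, lowest ED 8.729) and neither the library names nor the paper, which names 2 sequencers, give a run that splits a group. A bias for short transcripts stays open, as names with 1 predicted transcript exceeded names with 5 or more by a median of 0.1424 only. A response to the damage itself stays open and untested.

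Extracellular matrix transcripts were higher in EF than in ED, in epithelium from which connective tissue had been dissected away. Low values in controls 2 and 3 are argued against for the side of EF over SC, where 30 were still called higher with controls 6, 9 and 12 alone. A larger share of connective tissue in the EF libraries may be the source but cannot be told apart from a change within the tissue, since the list of fibroblast markers leaves 2 transcripts outside the matrix list, pcoc1 (g12183) at -1.209 (edgeR adjusted p = 0.03287) and pgfra (g9965) at -1.065 (edgeR adjusted p = 0.2045), with a median of -1.137. Batch is open here as for the ribosomal proteins, and damage to the swimbladder is open and untested.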

How the results depend on the processing

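Depth, spread and 5 controls limit what could be called: at equal depth, with every library thinned to 7531244 counts, calls were 2939 in EF, 3292 in ED and 3377 in ED over EF, against 3302, 3827 and 4390, and 1314 against 1478 in both. Controls come from another study, and EF and ED may come from different runs, which no setting can undo. Values below give the number of calls, of transcripts called in EF and ED alike (both), of the named genes that were called again in the same direction (named), and of lists passed by camera, against 208 named in EF, 140 higher and 94 lower in ED and 237 in ED over EF, and 14, 6 and 15 lists. The cause of a shift was not tested. Pseudocounts do not apply to counts, call thresholds do not apply to camera, and 1 fit of all 3 groups is already the fit used for ED over EF.

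DESeq2 called 6211 in EF (3325 higher, 2886 lower), 6300 in ED and 2886 in both. Scaling by library totals called 1038 in EF (604 higher, 434 lower, against 1456 and 1846; named 93), 1487 in ED (named 125), 482 in both, and 1407 higher and 2249 lower in ED over EF against 2604 and 1786. It moved the median log2 fold change of all tested transcripts to 0.31 from 0.03485 in EF and to -0.3221 from -0.006964 in ED over EF. No filter gave 10 lists in ED. A mean of at least 50 gave 1882 in EF, 1990 in ED, 2101 in ED over EF, 750 in both and 17 lists in ED. All 3 groups in 1 fit gave 6450 in EF, 6280 in ED and 3106 in both. Unadjusted p under 0.05 gave 7672 in EF, 8017 in ED, 8238 in ED over EF and 4038 in both. An estimated correlation left 0 lists in EF, 0 in ED and 0 in ED over EF by camera, where the preset correlation had 14, 6 and 15 and fry 13 in ED. Scaling by relative log expression called 3200, 3943 and 4340, with 1445 in both, and a 2-fold limit 3249, 3706 and 3950, with 1441 in both.

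Replicate numbers do not pair these libraries: libraries of the same number had correlations of their deviations of 0.1196, 0.002422 and 0.1592 (SC and EF), 0.1629, -0.1377 and -0.05539 (SC and ED) and -0.1962 to 0.1779 (EF and ED), and not every library correlated best with its own number. With the number as a block, calls were 886 in EF (named 71), 377 in ED (named 52), 2692 in ED over EF and 217 in both, with 14 lists in ED, where ribosomal proteins passed toward lower values (camera adjusted p = 3.156e-05) while camera without the block had pointed upward without a call.

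The following settings were chosen after the data had been seen. Controls 6, 9 and 12 alone called 9130 in ED over EF and passed 7 lists in EF, 13 in ED, 31 GO terms in EF (77 with all controls) and 68 in ED (11 with all controls). With these controls oxidative stress defence in EF turned (camera adjusted p = 0.993), as did complex I (1.869e-08) and other respiratory chain and ATP synthase (3.606e-11) in ED, toward higher values. In ED the log2 fold changes of ndua5 (g14228), nduc1 (g19947), cox5b (g9440), rs12 (g26187) and psa7 (g15304), called lower with all controls, were 0.1976, 0.2475, 0.1962, 0.7321 and 0.02062, and by limma voom with quality weights the first 4 were 0.06284, 0.1191, 0.02496 and 0.5013, none of them called. Limma voom called 9452 in ED over EF, and the 14 exercised libraries alone 8124. The p-values of the deposited comparison, adjusted over the transcripts tested here, gave 268 in EF (named 38), 437 in ED (named 57) and 132 in both; unadjusted under 0.05 they gave 2198 in EF (named 128) and 978 in both, and under 0.01 896 in EF (named 75), 1263 in ED (named 116) and 400 in both.

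Leaving out 1 library, calls ran from 1256 (EF 6) to 4290 (control 6) in EF, where each of the 6 EF libraries moved the count more than 1.5-fold, from 2544 (ED 3, the single library that moved it so) to 4295 (control 6) in ED, and from 3025 (EF 1) to 6228 (control 2) in ED over EF. Transcripts called in both ran from 746 (EF 6) to 2081 (control 6) and named from 95 (EF 6) to 187 (control 6) in EF, and each of the 6 EF libraries moved these 2 numbers more than 1.5-fold. Named ran from 180 to 216 in ED and from 177 to 237 in ED over EF, and lists from 11 (control 3) to 17 (control 6) in EF, from 5 (ED 1) to 12 (control 6) in ED, with 11 without ED 2 and 10 without ED 8, control 9 or control 12, and from 15 to 16 in ED over EF.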

Differences from the paper's values

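The study counts transcripts at unadjusted p-values of its DESeq comparison. At p under 0.05 the paper's counts are 3476 in EF, 1542 of them lower, and 3724 in ED, 1253 of them lower, where edgeR gave 7672 (4107 lower) and 8017 (4047 lower). At p under 0.01 the paper's counts are 1385 in EF (749 higher, 636 lower) and 1538 in ED (1066 higher, 472 lower), and edgeR gave 3937 (1731 and 2206) and 4272 (2172 and 2100). The paper's count of EF transcripts with a metabolic process among their GO terms is 422, against 932 here. Among the alternatives fixed before the data were examined, scaling by library totals, the replicate block, calls at p under 0.01 and a 2-fold limit with an adjusted p bring the counts at 0.05 in EF, the lower ones and those with a metabolic process to within 1.5 times the paper's. In ED the same 4 do so for the count at 0.05, while for the lower ones the block and the 2-fold limit do. A mean of at least 50 closes the gap for the totals at 0.05 in EF and ED. At 0.01 the block closes the gap for the totals and the lower transcripts in EF and ED and for the higher ones in ED, library totals for the lower ones in EF and the higher ones in ED, and a mean of at least 50 for the higher ones in EF and ED. The other alternatives leave these gaps open. A stricter cut lowers any count, so calls at p under 0.01 and the 2-fold limit, set beside the paper's counts at 0.05, do not explain the gap. The block rests on replicate numbers that do not pair these libraries. The deposited comparison of the authors itself, over all transcripts, gives the paper's counts: 3476 (1934 higher) and 1385 in EF, 3724 (2471 higher) and 1538 in ED. Of its 3476 in EF, 2198 passed the filter used here and 1688 were also called.

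Of the EF transcripts with a metabolic process, the paper finds 64% higher and edgeR 45.71%, so the balance runs the other way, though scaling by library totals, which moves the median log2 fold change of all transcripts to 0.31, gives 68.47%. For GO terms at p under 0.01, from Fisher's exact test here and from DAVID in the study, the paper's numbers are 9 cellular components and 6 biological processes in EF and 4 biological processes in ED, with 0 processes and 5 components in both, and those found here are 32, 73, 37, 13 and 0. DESeq2 calls close the gap for the shared components, and for the other 4 none of the 6 alternatives run does.

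At the level of genes, the deposited comparison has a call at p under 0.05 for 96 of the study's 218 symbols in EF and 102 in ED, and edgeR calls 68 and 78 of them in the same direction. In EF, at2b4, cp2k1, cp2k3, creb5, finc, pgh2, pgm1, pgs2 and sem3f, not called higher by edgeR, are called higher by DESeq2, as are kap0 and pgm2l by both DESeq2 and limma voom, and finc also under scaling by relative log expression. The symbols in35 and mot1, not called lower by edgeR, are called lower by limma voom, and nlrc3 by DESeq2 and limma voom. Neither tool calls cp2m1 or s39aa higher, or adb4c, m3k1, mot6, zp1 or zp3 lower, in EF (1 of 4 zp1 and 1 of 8 zp3 transcripts passed the filter and were tested), although with controls 6, 9 and 12 alone edgeR calls m3k1 and s39aa. For hxk2, lower in the deposited comparison in EF, DESeq2 calls 1 transcript higher and edgeR with controls 6, 9 and 12 alone 1 lower, and for dapk1, called both ways there, edgeR calls 1 higher.

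In ED, fgfr2 and il23r, not called higher by edgeR, are called higher by DESeq2, arhgc and co9a3 by DESeq2 and limma voom, co9a3 also under scaling by relative log expression, and ndus4 by limma voom and under scaling by library totals. Not called lower by edgeR, vatb2 is called lower by DESeq2, acm2, mot8 and pygm by limma voom, and ats3 and cp26b by both. Neither tool calls abcf3, at2b4, cp2k1 or cp2m1 higher, or znt2, zp1 or zp3 lower, in ED (again with 1 of 4 zp1 and 1 of 8 zp3 transcripts tested), although with controls 6, 9 and 12 alone edgeR calls abcf3, and at2b4 has 1 transcript higher at an unadjusted p under 0.05. The sugar transporter gtr1 is called higher and in 1 transcript lower in the deposited comparison, and edgeR calls 3 transcripts higher and 0 lower (0 lower at an unadjusted p under 0.05, by DESeq2 and by limma voom). The paper describes hxk1 as reduced in ED. Here hxk1 (g10455) was lower, while the most abundant hxk1 transcript, hxk1 (g20729), was higher. Transcripts of cp2dq, gtr9, gtr12, kap1, nkai3 and zp2 in EF and of co9a1, gtr12, hxk4, nkai3, scn8a and zp2 in ED have a deposited call but did not pass the filter used here with all controls, while with controls 6, 9 and 12 alone cp2dq in EF was tested and called higher by edgeR. Limma voom and the fits with 3 controls were chosen after the values had been seen.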

Other observations

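The 2 exercised groups differed from each other in single transcripts of protein turnover, contraction, the matrix and the first response to stimuli, while the camera calls of these lists, made with a preset correlation, were lost with an estimated one (camera adjusted p of 0.4396 or higher). Higher in ED than in EF were transcripts of ribosomal proteins, with log2 differences of 2.08 (SE 0.43) for rla0 (g14314) and 2.14 (SE 0.44) for rs2 (g8810) (edgeR adjusted p = 0.00234 or lower), chaperonin subunits, which fold actin and tubulin, with 1.40 (SE 0.28) for tcpz (g16081), 1.59 (SE 0.33) for tcpd (g24786) and 1.53 (SE 0.34) for tcpa (g23059) (edgeR adjusted p = 0.00351 or lower), proteasome subunits, with 1.09 (SE 0.26) for prs8 (g5169) and 1.05 (SE 0.30) for prs7 (g9475) (edgeR adjusted p = 0.0194 or lower), and the peroxiredoxin and thioredoxin that remove peroxides, with 2.08 (SE 0.47) for prdx3 (g14794) and 2.46 (SE 0.51) for thio (g16268) (edgeR adjusted p = 0.00463 or lower).

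Lower in ED than in EF were genes of the first response to stimuli, with -2.56 (SE 0.47) for jun (g9277), -2.71 (SE 0.89) for fos (g3322), -4.05 (SE 0.89) for egr1 (g19351) and -2.12 (SE 0.48) for klf4 (g1952) (edgeR adjusted p = 0.0403 or lower), of which EF had 3.00 (SE 0.62) for jun (g9277), 4.15 (SE 1.22) for fos (g3322), 4.11 (SE 1.26) for egr1 (g19351) and 2.03 (SE 0.58) for klf4 (g1952) over SC (edgeR adjusted p = 0.045 or lower). In ED over SC these 4 had 0.47 (SE 0.41), 1.48 (SE 0.80), 0.10 (SE 0.83) and -0.05 (SE 0.51), none of them a call. Of 21 smooth muscle transcripts 9 were lower and 12 not called by edgeR, among the lower ones contractile proteins, with -2.20 (SE 0.43) for cnn1 (g14833), -1.40 (SE 0.35) for myh11 (g2226), -1.29 (SE 0.34) for mylk (g20981) and -0.74 (SE 0.23) for cald1 (g5765) (edgeR adjusted p = 0.0293 or lower), and collagens of the microfibrils were lower, with -4.36 (SE 0.92) for co6a1 (g12588) and -2.52 (SE 0.48) for co6a2 (g14641) (edgeR adjusted p = 0.0026 or lower). A change in the activity of the tissue, in its cell composition or in the runs may each lie behind this, and the last cannot be told apart from damage: in the mean of the ribosomal proteins 0 libraries of either group overlapped the other, a test named above for a batch that follows the group, and library totals left a median of 1.139. For jun (g9277) in ED over EF, the fold difference of 5.89 moved to 3.73 without EF 1. For fos (g3322) in ED over EF, the call was lost without EF 1 or 3 or ED 1, 2, 3, 5, 6 or 8 (edgeR adjusted p = 0.0621 to 0.251). For cald1 (g5765) in ED over EF, the call was lost without EF 2, 4 or 6 or ED 2, 5, 6 or 7 (edgeR adjusted p = 0.0541 to 0.0813). For co6a1 (g12588) in ED over EF, the fold difference of 20.5 moved to 7.17 without EF 1. For co6a2 (g14641) in ED over EF, the fold difference of 5.75 moved to 3.19 without EF 1. For jun (g9277) in EF, the fold difference of 7.97 moved to 5.06 without EF 1. For fos (g3322) in EF, the call was lost without EF 1, 3 or 4 or controls 3, 6, 9 or 12 (edgeR adjusted p = 0.0546 to 0.0962), the fold difference of 17.8 moved to 29.9 without control 2 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0611. For egr1 (g19351) in EF, the call was lost without EF 1, 2, 3, 4 or 6 or controls 2, 3, 6 or 12 (edgeR adjusted p = 0.0549 to 0.125), the fold difference of 17 moved to 29.1 without control 9 and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.117. For klf4 (g1952) in EF, the call was lost without EF 1, 2, 3 or 4 or controls 3, 6 or 12 (edgeR adjusted p = 0.051 to 0.0885) and controls 6, 9 and 12 alone gave edgeR adjusted p = 0.0527.

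For the numbers of calls, 100 splits were drawn from the possible splits of the same libraries, the real one included. As many calls came in 1 split in EF (3302, highest other 34), 1 in ED (3827, highest other 1) and 1 in ED over EF (4390, highest other 2). This argues against chance but does not exclude it, since 1 of 100 is the smallest share that could come out. Splits that mix the groups also carry the group difference as spread, which holds their calls down. The splits do not speak to batch. As many GO terms came in 1 split in EF (77, highest other 0), 1 in ED (11, highest other 0) and 1 in ED over EF (63, highest other 6), which decides nothing, since nearly all other splits had too few calls for a term to pass. Counted instead among as many transcripts of lowest p as the real split calls, a test chosen after the result was seen, as many terms came in 34 splits in EF (77, highest other 106), 79 in ED (11, highest other 116) and 40 in ED over EF (63, highest other 238), so chance cannot be excluded for the number of GO terms. In EF the high counts followed the structure of the controls: 43 of the other splits put controls 2 and 3 in the same group, as the real one does, and gave 57 to 106 terms, 33 of them as many as the real split, whereas the 56 that parted them gave 0 to 45. In ED the splits with controls 2 and 3 in the same group gave 7 to 116 terms and those that parted them 1 to 53, and 42 of 46 and 36 of 53 gave as many. For the numbers of lists passed by camera chance cannot be excluded, since 33 splits in EF (14 lists, highest other 19), 87 in ED (6, highest other 19) and 32 in ED over EF (15, highest other 19) gave as many. Controls 2 and 3 were in the same group in 29 of the other splits that did so in EF and apart in 3.

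In the contrast of ED over EF the lists named with the comparisons against SC gave these counts by edgeR: ribosomal protein, 70 higher and 0 lower of 126 (100 and 0 over the list alone, lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom); other respiratory chain and ATP synthase, 25 higher and 0 lower of 53 (38 and 0 over the list alone, lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma voom); tricarboxylic acid cycle, 11 higher and 0 lower of 32 (12 and 0 over the list alone, lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom); proteasome, 25 higher and 2 lower of 72 (27 and 2 over the list alone); chaperone, 31 higher and 2 lower of 103 (34 and 3 over the list alone); oxidative stress defence, 9 higher and 1 lower of 49 (12 and 1 over the list alone); glycogen metabolism, 4 higher and 6 lower of 50; V-type ATPase, 6 higher and 1 lower of 38; acid-base transport, 3 higher and 0 lower of 32 (1 and 0 over the list alone, lower 3 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom); glucose and lactate transport, 0 higher and 3 lower of 32 (0 and 1 over the list alone, higher 3 at an unadjusted p under 0.05, 1 by DESeq2 and 5 by limma voom); Na+/K+-ATPase, 2 higher and 1 lower of 19 (4 and 1 over the list alone); cAMP signalling, 5 higher and 6 lower of 87; hypoxia signalling, 3 higher and 3 lower of 53 (3 and 2 over the list alone); clock, 14 higher and 3 lower of 70 (15 and 4 over the list alone); cytochrome p450, 0 higher and 2 lower of 53 (0 and 0 over the list alone, higher 2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom); immune, 19 higher and 8 lower of 221 (18 and 5 over the list alone).

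By camera, ribosomal proteins (camera adjusted p = 1.59e-28, 0.44 with an estimated correlation), other respiratory chain and ATP synthase (camera adjusted p = 1.16e-14, 0.44 with an estimated correlation), the tricarboxylic acid cycle (camera adjusted p = 2.14e-05, 0.44 with an estimated correlation), the proteasome (camera adjusted p = 1.85e-07, 0.44 with an estimated correlation), chaperones (camera adjusted p = 1.85e-07, 0.44 with an estimated correlation), oxidative stress defence (camera adjusted p = 0.000261, 0.44 with an estimated correlation), glycolysis (camera adjusted p = 0.00629, 0.507 with an estimated correlation) and histones (camera adjusted p = 0.0112, 0.527 with an estimated correlation) lay toward higher values in ED than in EF, and extracellular matrix (camera adjusted p = 3.12e-10, 0.481 with an estimated correlation), fibroblasts (camera adjusted p = 1.85e-07, 0.44 with an estimated correlation), smooth muscle (camera adjusted p = 0.00124, 0.462 with an estimated correlation) and the immediate early response (camera adjusted p = 0.000799, 0.483 with an estimated correlation) toward lower ones. Library totals move the median log2 difference of all transcripts from -0.01 to -0.32 in ED over EF and from 0.03 to 0.31 in EF. Relative to this shift the V-type ATPase (0.23 and -0.06), the clock (0.24 and -0.08), acid-base transport (0.08 and -0.25), Na+/K+-ATPase (0.24 and -0.06), the immune list (0.19 and -0.10), the pentose phosphate pathway (0.26 and -0.05), the study's Table 4 in ED over EF (0.03 and -0.27) and chaperones in EF (-0.25 and 0.17) keep their side, so the turned sign of their medians (by edgeR and by library totals) says nothing about these lists.

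The sign of a list's median also turned elsewhere, so these lists have no settled direction (medians by edgeR and by the alternative): by library totals cAMP signalling in ED (0.11 and -0.05), cytochrome p450 in EF (-0.37 and 0.40) and other respiratory chain and ATP synthase in ED (-0.52 and 0.03), and by limma voom complex I in ED (-0.75 and 0.65), other respiratory chain and ATP synthase in ED (-0.52 and 0.75), V-type ATPase in ED (-0.28 and 0.04), acid-base transport in ED over EF (0.08 and -0.06), Na+/K+-ATPase in EF (0.11 and -0.03), cAMP signalling in ED (0.11 and -0.17), extracellular matrix in ED (0.20 and -0.17) and proteasome in ED (-0.24 and 0.17).

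Lists not named with the paper's conclusions follow. Among pentose phosphate transcripts edgeR called 1 higher and 0 lower of 15 in EF (lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma voom), 3 higher and 0 lower of 15 in ED (5 and 0 over the list alone, lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma voom) and 3 higher and 0 lower of 15 in ED over EF (lower 1 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma voom). Among glucocorticoid response transcripts edgeR called 4 higher and 0 lower of 20 in EF (lower 1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom), 5 higher and 2 lower of 22 in ED (6 and 2 over the list alone) and 3 higher and 1 lower of 22 in ED over EF (4 and 4 over the list alone). Among immediate early transcripts edgeR called 7 higher and 0 lower of 38 in EF (lower 2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom), 2 higher and 1 lower of 37 in ED (2 and 0 over the list alone) and 1 higher and 13 lower of 39 in ED over EF (1 and 15 over the list alone). The immediate early median in ED was 0.02, with a mean of -0.01, so no direction is given. Among histone transcripts edgeR called 1 higher and 8 lower of 29 in EF (1 and 11 over the list alone), 1 higher and 5 lower of 28 in ED (1 and 7 over the list alone) and 5 higher and 0 lower of 29 in ED over EF (6 and 1 over the list alone, lower 2 at an unadjusted p under 0.05, 1 by DESeq2 and 2 by limma voom). Histones in EF had a median of -1.14 (camera adjusted p = 0.000127, 0.745 with an estimated correlation) and, with controls 6, 9 and 12 alone, of -0.19 (camera adjusted p = 0.326), as controls 2 and 3 exceeded the other 3 by a median log2 ratio of 1.62, and in ED -0.55, which limma voom turned to 0.05. Among proliferation transcripts edgeR called 0 higher and 2 lower of 28 in EF (0 and 1 over the list alone, higher 3 at an unadjusted p under 0.05, 4 by DESeq2 and 0 by limma voom), 1 higher and 2 lower of 29 in ED and 1 higher and 0 lower of 38 in ED over EF (lower 7 at an unadjusted p under 0.05, 4 by DESeq2 and 7 by limma voom). The proliferation median in EF went from -0.11 to 0.36 by library totals, a larger move than that of all transcripts.

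Markers of cell types were tested where these libraries express them, so every tested marker is also a transcript of the swimbladder samples, and the source of a change was not tested. Among smooth muscle transcripts edgeR called 3 higher and 0 lower of 21 in EF (lower 1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom), 2 higher and 2 lower of 21 in ED (2 and 3 over the list alone) and 0 higher and 9 lower of 21 in ED over EF (higher 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom). In ED the smooth muscle median was -0.33 and the mean 0.07. Among skeletal muscle transcripts edgeR called 1 higher and 1 lower of 22 in EF, 2 higher and 4 lower of 22 in ED (3 and 4 over the list alone) and 3 higher and 3 lower of 24 in ED over EF (3 and 5 over the list alone). In ED their median and mean were 0.16 and 0.11, while camera pointed down without a call. Among endothelium transcripts edgeR called 3 higher and 4 lower of 20 in EF (6 and 6 over the list alone), 2 higher and 4 lower of 22 in ED (2 and 5 over the list alone) and 2 higher and 1 lower of 22 in ED over EF (2 and 4 over the list alone). The endothelium median in ED, 0.23, was -0.06 by limma voom. Among fibroblast transcripts edgeR called 3 higher and 0 lower of 25 in EF (lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom) and 0 higher and 1 lower of 24 in ED (higher 3 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma voom). In EF these had a median of 1.29 (camera adjusted p = 0.0237, 0.745 with an estimated correlation). Among leucocyte transcripts edgeR called 0 higher and 2 lower of 24 in EF (higher 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom), 1 higher and 1 lower of 26 in ED and 0 higher and 0 lower of 27 in ED over EF (higher 1 at an unadjusted p under 0.05, 1 by DESeq2 and 1 by limma voom, lower 1 at an unadjusted p under 0.05, 0 by DESeq2 and 2 by limma voom). Their median of ED over EF, 0.11, was -0.31 by limma voom, and camera pointed down. Among erythrocyte transcripts edgeR called 0 higher and 0 lower of 10 in EF (higher 1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma voom, lower 5 at an unadjusted p under 0.05, 2 by DESeq2 and 0 by limma voom), 1 higher and 0 lower of 10 in ED (1 and 1 over the list alone, lower 2 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom) and 1 higher and 0 lower of 10 in ED over EF (0 and 0 over the list alone, lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom). The erythrocyte median in EF, -1.58, was 0.27 by limma voom. Among nerve and glia transcripts edgeR called 0 higher and 0 lower of 8 in EF (1 and 1 over the list alone, higher 2 at an unadjusted p under 0.05, 2 by DESeq2 and 1 by limma voom, lower 1 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma voom), 2 higher and 0 lower of 10 in ED (3 and 0 over the list alone, lower 1 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom) and 4 higher and 1 lower of 12 in ED over EF (6 and 1 over the list alone).

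The symbols of the study's tables were chosen by the authors on these libraries and are not independent evidence. Among Table 3 transcripts edgeR called 11 higher and 9 lower of 70 in EF (15 and 13 over the list alone), 21 higher and 4 lower of 68 in ED (25 and 6 over the list alone) and 18 higher and 6 lower of 71 in ED over EF (25 and 7 over the list alone). Among Table 4 transcripts edgeR called 12 higher and 8 lower of 97 in EF (18 and 9 over the list alone), 24 higher and 8 lower of 99 in ED (26 and 11 over the list alone) and 17 higher and 9 lower of 110 in ED over EF (19 and 13 over the list alone). Among Table 5 transcripts edgeR called 14 higher and 9 lower of 90 in EF (20 and 11 over the list alone), 16 higher and 10 lower of 91 in ED (18 and 12 over the list alone) and 11 higher and 4 lower of 94 in ED over EF (11 and 6 over the list alone). Among Table 6 transcripts edgeR called 23 higher and 0 lower of 89 in EF (27 and 0 over the list alone, lower 0 at an unadjusted p under 0.05, 0 by DESeq2 and 2 by limma voom), 13 higher and 4 lower of 88 in ED (14 and 5 over the list alone) and 3 higher and 20 lower of 93 in ED over EF (6 and 23 over the list alone). Among Table 7 transcripts edgeR called 23 higher and 8 lower of 193 in EF, 19 higher and 17 lower of 191 in ED (23 and 19 over the list alone) and 23 higher and 21 lower of 208 in ED over EF (26 and 28 over the list alone). Table 6 had a camera adjusted p = 4.52e-08, 0.745 with an estimated correlation toward higher values in EF and a camera adjusted p = 4.14e-05, 0.527 with an estimated correlation toward lower ones in ED over EF, Table 7 a camera adjusted p = 0.034, 0.745 with an estimated correlation toward higher values in EF, and Table 3 a camera adjusted p = 0.0107, 0.828 with an estimated correlation in ED and a camera adjusted p = 0.00308, 0.44 with an estimated correlation in ED over EF, both toward higher values.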
